# The Hippocampal Response to Acute Corticosterone Elevation Is Altered in a Mouse Model for Angelman Syndrome

**DOI:** 10.3390/ijms24010303

**Published:** 2022-12-24

**Authors:** Eva M. G. Viho, A. Mattijs Punt, Ben Distel, René Houtman, Jan Kroon, Ype Elgersma, Onno C. Meijer

**Keywords:** stress, Angelman syndrome, glucocorticoid receptor, ubiquitin-protein ligase E3A, hippocampus

## Abstract

Angelman Syndrome (AS) is a severe neurodevelopmental disorder, caused by the neuronal absence of the ubiquitin protein ligase E3A (UBE3A). UBE3A promotes ubiquitin-mediated protein degradation and functions as a transcriptional coregulator of nuclear hormone receptors, including the glucocorticoid receptor (GR). Previous studies showed anxiety-like behavior and hippocampal-dependent memory disturbances in AS mouse models. Hippocampal GR is an important regulator of the stress response and memory formation, and we therefore investigated whether the absence of UBE3A in AS mice disrupted GR signaling in the hippocampus. We first established a strong cortisol-dependent interaction between the GR ligand binding domain and a UBE3A nuclear receptor box in a high-throughput interaction screen. In vivo, we found that UBE3A-deficient AS mice displayed significantly more variation in circulating corticosterone levels throughout the day compared to wildtypes (WT), with low to undetectable levels of corticosterone at the trough of the circadian cycle. Additionally, we observed an enhanced transcriptomic response in the AS hippocampus following acute corticosterone treatment. Surprisingly, chronic corticosterone treatment showed less contrast between AS and WT mice in the hippocampus and liver transcriptomic responses. This suggests that UBE3A limits the acute stimulation of GR signaling, likely as a member of the GR transcriptional complex. Altogether, these data indicate that AS mice are more sensitive to acute glucocorticoid exposure in the brain compared to WT mice. This suggests that stress responsiveness is altered in AS which could lead to anxiety symptoms.

## 1. Introduction

Angelman Syndrome (AS) is a neurodevelopmental disorder characterized by severe intellectual disability, motor deficits, anxiety, speech impairments, ataxia, sleep disturbances, and epilepsy [1,2,3]. AS is caused by the deficiency or loss-of-function of the ubiquitin protein ligase E3A (UBE3A) in neurons [4,5]. The *UBE3A* gene is located on chromosome 15 in a region (15q11.2–13.1) that is subjected to neuron– and paternal–specific genomic imprinting, making the maternal allele of *UBE3A* the sole source of UBE3A protein in mature neurons. Chromosomal aberrations such as deletions, uniparental disomy, imprinting defects, or point mutations that affect the integrity of the maternal *UBE3A* gene lead to the complete loss of neuronal UBE3A, resulting in AS [6,7,8,9,10]. UBE3A is an E3-ligase involved in the ubiquitin-proteasome cascade, a system required for the breakdown and recycling of redundant or defective proteins [11,12,13,14]. Mutations affecting UBE3A activity or its nuclear localization lead to AS, suggesting that UBE3A plays an important role in the nucleus [15,16,17,18]. Notably, UBE3A contains short leucine-rich (LxxLL) binding motifs, also known as nuclear receptor boxes (NR-boxes) and has been reported to be a transcriptional coregulator of nuclear hormone receptors, likely independent of its ligase function [19,20,21,22]. Since loss of UBE3A ligase activity leads to AS [15,16], the exact contribution of UBE3A as a ligase-independent transcriptional coregulator in the context of AS pathophysiology remains understudied.

The glucocorticoid receptor (GR) is a ligand-dependent transcription factor that plays a critical role in stress response and subsequent adaptation [23,24,25,26]. The GR is activated by glucocorticoid hormones, such as cortisol which is predominant in humans and corticosterone which is exclusive in mice. Glucocorticoid release into the circulation is controlled by the hypothalamic pituitary adrenal (HPA) axis [27] and follows a circadian rhythm with high hormone levels at the beginning of the active phase and lower levels during the resting phase [28,29]. Upon activation, the GR changes conformation resulting in its nuclear translocation. In the nucleus, the GR interacts with other transcription factors or directly binds to palindromic DNA sequences called glucocorticoid-response elements (GRE) and recruits coregulator proteins to regulate gene expression [30]. The availability and recruitment of GR coregulators is highly context-specific, which leads to a large diversity in GR-driven transcriptomes throughout the brain and between cell types within one brain region including the hippocampus [31,32]. Disrupted GR signaling in the hippocampus of UBE3A-deficient AS mice has been associated with learning disabilities and anxiety-like behavior [33]. Furthermore, UBE3A-deficient AS mice are known to be hypersensitive to diet-induced liver steatosis [34], and previously showed metabolic disturbances resulting from an altered circadian rhythm [35]; characteristics that have been related to disruptions in GR signaling [36,37,38]. However, the molecular mechanisms underlying the UBE3A modulation of GR signaling are not fully understood. Here, we aimed to better understand the interaction between UBE3A and GR, including the transcriptomic effects of acute or chronic corticosterone treatment on GR signaling in the hippocampus and liver tissue of WT and UBE3A-deficient AS mice.

## 2. Results

### 2.1. UBE3A Interacts with the GR Ligand Binding Domain

The identification of GR coregulatory interactions is essential in the understanding of GR signaling adaptive and maladaptive outcomes. We evaluated the interaction between the GR LBD with an array of known nuclear receptor coregulator binding motifs in the presence of 1 µM cortisol. The short leucine-rich (LxxLL) binding motifs, also known as nuclear receptor boxes (NR-boxes), of 64 known nuclear receptor coregulators were incubated with the GR LBD that was tagged with Glutathione S-transferase (GST). The binding of GR LBD to a coregulator NR-box was detected with an anti-GST antibody coupled to a fluorophore. The modulation index (MI) represents the normalized immunofluorescent signal in the presence of cortisol (Figure 1A). Out of 154 NR-boxes, 54 showed significant interaction with GR LBD in the presence of 1 µM cortisol, as compared to vehicle (Figure 1B). In this subset, we could identify NR-boxes from nuclear receptor coactivators including the SRC family (NCOA1, NCOA2, NCOA3 and NCOA6), PRGC1, and known corepressors such as LCOR and NRIP1 (Figure 1B and Table S1). The strongest interaction with GR LBD was observed for one NR-box of UBE3A (Figure 1B). This LxxLL motif of UBE3A localized between amino acid 393 and 415 (MI = 1.89, p = 0.03) of the human isoform 3 (UBE3A hIso3, [39]). Another significant interaction was found between GR LBD and a UBE3A hIso3 LxxLL motif situated between amino acid 646 and 668 (MI = 0.55, *p* = 0.004) (Table S1). We further investigated the effect of UBE3A on GR activity and stability in cultured cells. Here, we found that GR activity in response to cortisol was significantly reduced in UBE3A^KO^ HEK 293T cells, suggesting that UBE3A can act as a GR transcriptional coregulator in these cells (Figure 1C). Since GR transcriptional activity was previously linked to its proteasomal degradation, we assessed whether UBE3A enhanced the ubiquitin-dependent degradation of cortisol-bound GR. In contrast with the ligase-dead mutant (UBE3A^LD^), active nuclear (UBE3A^WT^) and cytosolic UBE3A (UBE3A^dAZUL^) modestly—but non-significantly—reduced GR levels, as compared to the empty vector (EMPTY). These modest effects could be rescued by inhibiting the proteasome (Figure 1D). However, GR activation by cortisol did not further destabilize GR in the presence of active UBE3A (Figure 1E). Additionally, we did not observe UBE3A-dependent enhancement of GR turnover following the addition of de novo protein synthesis inhibitor CHX (Figure 1F). Taken together, these results indicate that it is unlikely that the GR coregulator function of UBE3A relies on the proteasomal degradation of cortisol-bound GR, and rather support previous findings suggesting this process is largely independent of UBE3A ligase activity. 

### 2.2. UBE3A Deficiency in AS Mice Alters Circulating Corticosterone Levels

We next evaluated the role of UBE3A in GR signaling in vivo. To assess whether UBE3A deficiency in AS mice could interfere with HPA axis activity and alter circadian glucocorticoid release, we measured baseline plasma corticosterone (CORT) levels in UBE3A-deficient AS mice and WT littermates. As expected, WT and AS mice showed significantly higher plasma CORT levels at the beginning of their active phase (PM) as compared to the resting phase (AM) (*p* < 0.001, Figure 2A). Remarkably, AS mice showed low to undetectable levels of CORT at AM, even though at PM the levels were comparable to WT. This makes the daily corticosterone fluctuations in AS mice significantly larger than in WT mice (Figure 2B), which indicates that HPA axis activity is altered in AS mice. 

### 2.3. Acute CORT Exposure Strongly Alters Hippocampal GR Signaling in UBE3A-Deficient AS Mice 

Alterations of HPA axis activity can lead to further disruption of GR signaling in response to abnormal increases in glucocorticoid levels. We compared the hippocampus transcriptomic response in UBE3A deficient adult AS mice and WT littermates in response to acute CORT exposure, using RNA-seq (Table S2). Hereto, UBE3A-deficient AS mice and WT mice were subcutaneously injected with 3 mg/kg CORT or vehicle, three hours prior to brain tissue collection (Figure 3A). 

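Hippocampal RNA was sequenced from 24 mice of the acute experiment, with 6 mice in each of the 4 groups of WT or AS mice given vehicle or CORT. AS mice carry a deletion on the maternal allele of Ube3a, the gene of a ubiquitin ligase, and CORT is corticosterone, a glucocorticoid hormone that binds GR. The authors aligned the reads of stranded mRNA libraries to the mouse genome with STAR, counted them per gene with HTSeq-count and deposited these read counts without normalization. Between 19049461 and 21052967 reads per mouse were counted on genes. The median count was 20811322 in WT vehicle mice, 20833234 in WT CORT mice and 20443156 in AS vehicle mice, and the AS CORT mice had between 20199612 and 20585880. At this depth, 3 counts correspond to 0.143 to 0.157 CPM (counts scaled to library size), a floor that covers counting error only. Counts were normalized by edgeR's TMM method. All 4 groups entered one fit and were compared with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the genes which passed the paper's filter of more than 20 normalized counts in at least 3 replicates of a group. An adjusted p-value under 0.05 is the threshold for every count of genes.
Ube3a (ENSMUSG00000025326) lies on chromosome 7 of GRCm38 from 59228750 to 59311536. Its expression was 74.7 ± 9.00 CPM (SD, n = 6) in WT vehicle mice, 70.0 ± 11.0 in WT CORT mice, 71.6 ± 6.67 in AS vehicle mice and 74.7 ± 5.20 in AS CORT mice (SD, n = 6 each). Individual mice ranged from 52.5 to 84.7 CPM. These counts sum the reads of all exons, and AS mice did not differ from WT mice on this measure with vehicle (log2 fold change of -0.060 (standard error 0.0913, adjusted p = 0.895)) or with CORT (log2 fold change of 0.094 (standard error 0.0913, adjusted p = 0.472)). The latter value was -0.089 when each library's trend on GC content and transcript length was removed. The deletion in AS mice covers part of the gene, so reads of the mutant allele can still be counted. How reads were counted by strand is not stated, so reads of the other strand could also be included. Equal counts therefore do not show that intact Ube3a mRNA was kept in AS mice.
HTSeq-count also reports the reads that it sets aside for too low alignment quality. These numbered 1877 to 2237 in the 16 libraries H1 to H16 and 2640 to 2850 in the 8 libraries H17 to H24. The latter are the libraries of 2 AS vehicle mice, H17 and H18, and of all 6 AS CORT mice, and 0 of them come from WT mice. The paper's text names no sequencing batch or lane. After the data were seen, CORT effects were also computed with this division of the libraries as a covariate, and with H17 and H18 as the AS vehicle mice. Only AS vehicle mice lie on both sides of the division, so the covariate also sets the AS CORT mice against H17 and H18. These fits are thus not separate checks of the CORT effect in AS mice or of the interaction.

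**Figure D1:**
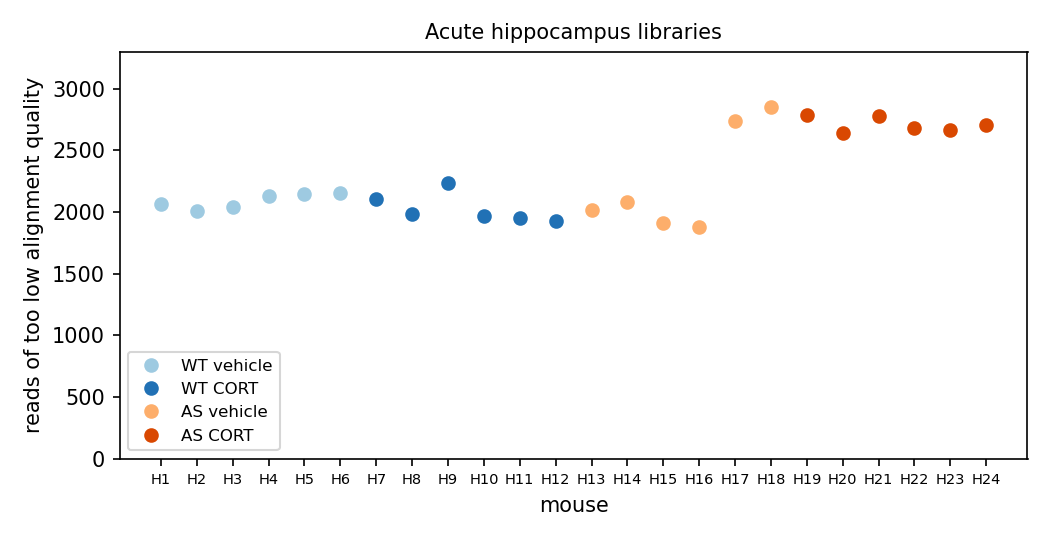
Reads of too low alignment quality (vertical axis, number of reads) in each of the 24 libraries of the acute experiment (horizontal axis, mouse), with one point per mouse colored by group. H17 to H24 lie at 2640 or above and the other libraries at 2237 or below.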

We confirmed the lack of UBE3A protein expression in brain tissue of AS mice (*p* < 0.001) and found that UBE3A levels were not influenced by acute CORT treatment (Figure 3B and Figure S1A). The PCA analysis on the RNA-seq data revealed that 36% of the variation (PC1 + PC3) was explained by the genotype (AS vs. WT) and treatment (CORT vs. vehicle) effects. 

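The PCA was run on the 500 genes with the highest variance after DESeq2's variance stabilizing transformation. PC1, PC2 and PC3 held 37.9%, 14.3% and 12.8% of the variance. Over all genes tested, the alternative that moved them most, they held 27.4%, 17.4% and 8.40%. PC1 and PC3 together then held 35.8%, near the paper's 36%, and PC2 came near its 18%. On the 500 genes PC1 and PC3 held 50.7% together. The scores and tests given here use the 500 genes, so these PCs need not be those of the paper. Mean PC1 was lower in AS CORT than in AS vehicle mice, with a difference of -9.79 (two-sided exact permutation test, n = 6 mice against 6, p = 0.00216, the smallest p these groups allow, and an adjusted p of 0.0390 over 36 tests on PCs). In WT mice the PC1 difference was -2.98 (exact test, p = 0.381, adjusted p = 0.596). Whether the PC1 shift differs between the genotypes was not tested. PC1 also went with a myelin score, the mean log2 CPM of myelin marker genes. H6 was highest on both, at 11.7 and 8.29, and H23 lowest on both, at -11.2 and 6.51. H8 and H19 were the next lowest on both. A difference in myelin content may thus contribute to PC1, and its shift cannot be credited to CORT alone. On PC3, CORT mice lay below vehicle mice in WT mice, by -5.94 (exact test, same p as the smallest above), and in AS mice, by -3.61 (exact test, p = 0.00649, adjusted p = 0.0408). PC1 was -2.09 in H17 and 3.55 in H18, the AS vehicle mice that share the range of low-quality reads with the AS CORT mice, 1.42 to 8.25 in the other 4 AS vehicle mice and -11.2 to -3.55 in the AS CORT mice.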

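With vehicle, AS and WT mice differed by 0.139 in mean PC1 (two-sided exact permutation test, n = 6 against 6, p = 0.944, adjusted p = 0.944) and by 1.36 in mean PC3 (exact test, p = 0.227, adjusted p = 0.390). With CORT, AS mice differed from WT mice by -6.67 in mean PC1 (exact test, p = 0.0195, adjusted p = 0.0779) and by 3.69 in mean PC3 (exact test, p = 0.00433, adjusted p = 0.0408), so only the PC3 difference held after adjustment. Every AS CORT library and no WT CORT library belongs to the upper range of low-quality reads, so genotype and this division cannot be told apart among the CORT-treated mice.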

The transcriptomic profiles of WT and AS mice largely overlapped upon vehicle treatment but diverged after CORT treatment (Figure 3C). PC2 corresponded to 18% of the variation and was mostly explained by a single WT mouse, treated with CORT (i.e., sample H8; Figure S1B). This mouse did not display abnormal plasma CORT levels at endpoint (Figure S1C), hence this sample was included in the subsequent analysis. 

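On PC2 of the 500 genes, H8 had the highest value of all 24 mice, 7.50, and the other 5 WT CORT mice lay between -1.79 and 3.45. H8 also stood apart on PC1, at -9.14, where the other WT CORT mice lay between 0.671 and 4.74. Without H8, PC1, PC2 and PC3 held 38.5%, 14.4% and 11.7% of the variance.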

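Leaving H8 out, CORT altered 241 genes in WT mice and 3184 genes in AS mice, of which 189 were altered in both. A contrast of AS with WT mice then gave 4173 genes under CORT and 49 genes under vehicle. Interaction between genotype and treatment was detected for 1406 genes without H8.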

Upon acute CORT treatment (FDR-adjusted *p*-value < 0.05), the expression of 283 genes was altered in the hippocampus of WT mice (Figure 3D), as compared to 2910 genes in AS mice (Figure 3E). 

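With all 24 mice, CORT altered 216 genes in WT mice, 155 raised and 61 lowered, and 2612 genes in AS mice, 1206 raised and 1406 lowered. The Wald test of DESeq2, the tool of the paper, gave 283 and 2908 genes. At an unadjusted p-value under 0.05 there were 1558 genes in WT mice and 4898 in AS mice. The settings that moved these counts most were an adjusted p-value under 0.01 for WT mice, with 111 genes, and the use of H17 and H18 as the only AS vehicle mice, with 132 genes in AS mice. Against the other 4 AS vehicle mice, H13 to H16, 4484 genes were altered in AS mice. With the division of the libraries by low-quality reads as a covariate, CORT altered 237 genes in WT mice and 150 in AS mice, so that most of the genes altered in AS mice did not pass the threshold within this division. The median standard error of the CORT effect in AS mice was 0.0888 without and 0.120 with the covariate.
Fkbp5 (ENSMUSG00000024222), a GR target gene on chromosome 17 of GRCm38 from 28399094 to 28517527, had 64.0 ± 5.01 CPM in WT vehicle mice and 113 ± 10.2 CPM in WT CORT mice (SD, n = 6), a log2 fold change of 0.82 (standard error 0.0621, adjusted p = 3.78e-09). In AS mice it had 55.5 ± 4.05 CPM with vehicle and 119 ± 5.27 CPM with CORT (SD, n = 6), a log2 fold change of 1.10 (standard error 0.0625, adjusted p = 8.58e-12), and 1.11 against H17 and H18. The interaction for Fkbp5 was 0.28 (adjusted p = 0.0602). Slc2a1 (ENSMUSG00000028645), a glucose transporter gene, rose by 0.94 in WT mice and by 0.92 in AS mice on the log2 scale (interaction adjusted p = 0.918). Tsc22d3 rose by 0.79 in WT mice and 1.06 in AS mice (interaction adjusted p = 0.197). The other 2 GR targets listed before the data were examined did not pass the threshold, with 0.63 in WT mice (adjusted p = 0.114) and 0.50 in AS mice (adjusted p = 0.0653) for Sgk1, and 0.26 (adjusted p = 0.239) and -0.081 (adjusted p = 0.560) for Per1. Adjusted over the 4 targets alone, 4 passed in WT mice and 3 in AS mice. All 14 genes named in Figure 3D and all 35 in Figure 3E passed the threshold, and 24 of the 35 did so with the covariate.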

Among these genes differentially regulated by CORT, 204 overlapped between WT and AS, 79 were WT-specific, and 2706 were AS-specific (Figure 3D,E). These results can partially be explained by the slightly elevated GR levels measured in AS brain tissue (*p* = 0.0594, Figure 3F and Figure S1A), but the magnitude of the transcriptomic effects suggests that UBE3A exerts a limiting effect on GR transcriptional activity in the mouse hippocampus. 

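Altered genes numbered 168 in both genotypes, 48 in WT mice alone and 2444 in AS mice alone. Every one of the 168 shared genes changed in the same direction in both genotypes, and 109 changed more in AS mice. Their median absolute log2 fold change was 0.53 in WT mice and 0.60 in AS mice. Among the 2444 genes, the median was 0.31 in AS mice and 0.085 in WT mice, and 1108 of them (45.3%) changed in the same direction in WT mice. The interaction passed the threshold for 582 of these 2444 genes and for 8 of the 48 genes altered in WT mice alone. In a fit of all 24 mice with H17 and H18 as a group of their own, 150 genes passed the threshold between AS CORT mice and these 2 mice, among them 48 of the 2444 genes and 97 of the 168 shared genes. In the direction of their change over all vehicle mice, the median log2 change of the 2444 genes was 0.15 against H17 and H18 and 0.40 against H13 to H16, and that of the 168 shared genes was 0.66 and 0.59.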

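GR is encoded by Nr3c1 (ENSMUSG00000024431), on chromosome 18 of GRCm38 from 39410545 to 39519421. Its mRNA was 86.0 ± 5.84 CPM in WT vehicle mice, 87.2 ± 5.98 in AS vehicle mice, 61.5 ± 6.69 in WT CORT mice and 68.9 ± 3.98 in AS CORT mice (SD, n = 6 each). AS vehicle mice did not differ from WT vehicle mice (log2 fold change of 0.021 (standard error 0.0648, adjusted p = 0.960)). CORT lowered it in WT mice (log2 fold change of -0.48 (standard error 0.0653, adjusted p = 3.62e-05)) and in AS mice (log2 fold change of -0.34 (standard error 0.0651, adjusted p = 0.00104)), with an interaction of 0.14 (adjusted p = 0.350).
The size of the response was compared by regressing the AS on the WT log2 fold change, with error in both, over the 1025 genes that CORT altered on average over the genotypes. The slope was 1.55. Among 100 groupings, the real one included, that permuted the genotype labels within each treatment, the other slopes had a median of 1.00 and reached at most 1.5. The slope was 1.36 with the covariate for low-quality reads and against H17 and H18, which rest on the same comparison, and 2.97 against H13 to H16.
A CORT score was also computed per mouse, as the mean signed log2 CPM of 244 of the 248 genes that continuous CORT altered in both genotypes. Relative to the vehicle mice of the same genotype, the score rose by 0.338 ± 0.0507 in AS CORT mice and by 0.256 ± 0.0264 in WT CORT mice (SD, n = 6 each), a difference of 0.0821 (two-sided exact permutation of the CORT mice, p = 0.0130). This test holds the vehicle means fixed, and when vehicle mice were permuted as well, a test added after the data were seen, p was 0.0756. The score itself differed between AS and WT mice by 0.000504 with CORT and by -0.0816 with vehicle.
The AS CORT mice were also compared with each of the 15 pairs of AS vehicle mice. Against H17 and H18, 130 genes were altered, the fewest of the pairs. The 8 pairs that combine one of these mice with one of H13 to H16 gave 172 to 618 genes, and the 6 pairs within H13 to H16 gave 2385 to 3015. From the magnitude of the transcriptomic effects, the paper proposes that UBE3A limits the transcriptional activity of GR in the hippocampus.

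**Figure D2:**
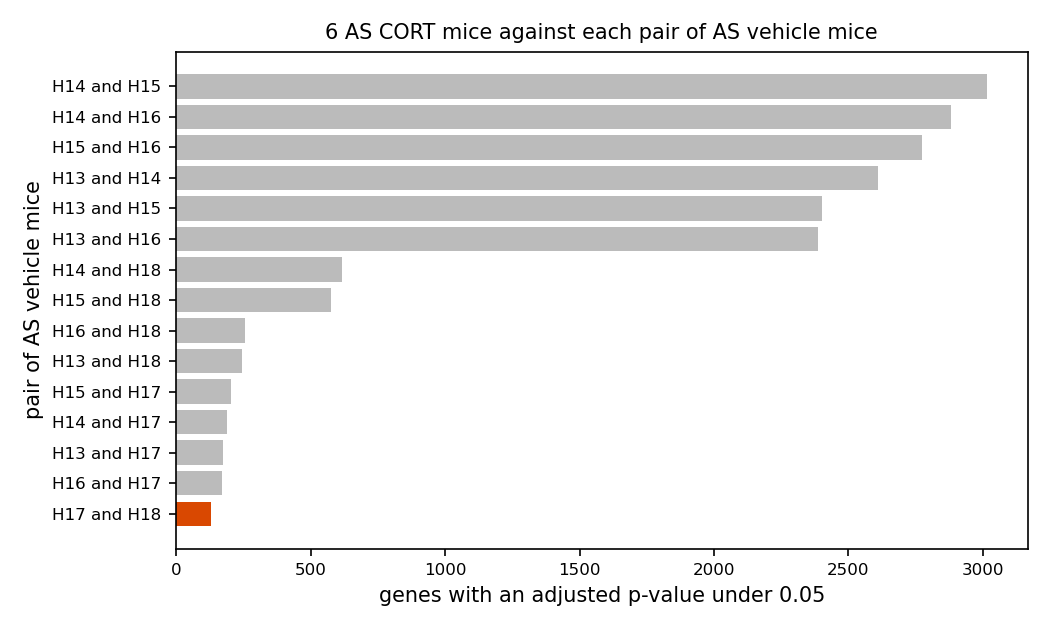
Number of genes with an adjusted p-value under 0.05 (horizontal axis) in the comparison of the 6 AS CORT mice with each pair of AS vehicle mice (vertical axis, one bar per pair). The bar of H17 and H18, whose libraries share the range of low-quality reads with the AS CORT mice, is colored and reaches 130 genes, and the longest bar reaches 3015.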

### 2.4. Acute CORT Exposure Influences Pathways Associated with Transcription Activity and Neurotransmitter Signaling in the Hippocampus of UBE3A-Deficient AS Mice

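A total of 3645 genes differed between AS and WT mice given CORT, 1715 higher and 1930 lower in AS mice, and 5538 genes had an unadjusted p-value under 0.05. With the covariate for low-quality reads, 0 genes passed the threshold and 794 had an unadjusted p-value under 0.05, with a median standard error of 0.153 in place of 0.0887. Among 14611 genes tested, 794 is not far above the number expected by chance. Among vehicle mice, which had no CORT, H17 and H18 differed from H13 to H16 in 1202 genes, 637 higher and 565 lower in H17 and H18. Across the 3645 genes, the difference of H17 and H18 from the other AS vehicle mice correlated with the difference between AS and WT mice given CORT (Pearson's r = 0.837 across genes, which are not independent replicates). The other 14 pairs of AS vehicle mice gave r between -0.735 and 0.611.
Baiap3 (ENSMUSG00000047507) had the smallest adjusted p of the genes higher in AS mice, with 9.98 ± 1.11 CPM in AS CORT mice and 4.60 ± 0.683 CPM in WT CORT mice (SD, n = 6), a log2 fold change of 1.12 (standard error 0.130, adjusted p = 2.89e-05). Ogn (ENSMUSG00000021390) was lower in AS mice, with 2.74 ± 0.840 CPM and 8.28 ± 2.51 CPM in the same groups, a log2 fold change of -1.59 (standard error 0.191, adjusted p = 2.99e-05). Both genes also differed with vehicle, by 0.82 and -1.99 on the log2 scale (adjusted p = 0.00326 and 1.75e-06). In total, 23 genes differed between AS and WT mice given vehicle.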

When comparing the CORT treated WT group with the CORT treated AS group, we found 3,890 differentially regulated genes (Figure S1D). Of these, 1,208 genes statistically contributed to the interaction between the genotype and the treatment, and therefore underly the differential response to acute CORT in AS mice (Figure S1E). 

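For 656 genes the CORT effect differed between AS and WT mice, with 209 interactions above and 447 below 0, and 3443 genes had an unadjusted p-value under 0.05 for the interaction. Of the 656 genes, 606 also differed between AS and WT mice given CORT, 584 were altered by CORT in AS mice and 10 in WT mice. With the covariate for low-quality reads, 1 gene passed the threshold and 788 had an unadjusted p-value under 0.05. Against H17 and H18 the numbers were 0 and 744. Both 788 and 744 are not far above the number expected by chance at an unadjusted p-value under 0.05. Removing each library's trend on GC content and transcript length left 0 genes, with 2573 at an unadjusted p-value under 0.05. Without one mouse at a time, 0 to 1564 genes passed. Of the 656 genes, 96.8% differed between H17 and H18 and the other AS vehicle mice in the direction of their difference between AS and WT mice given CORT.
Zfp24 (ENSMUSG00000051469) had 29.2 ± 1.41 and 28.6 ± 1.31 CPM in WT mice and 26.0 ± 1.94 and 33.8 ± 1.27 CPM in AS mice with vehicle and CORT (SD, n = 6), an interaction of 0.41 (standard error 0.0732, adjusted p = 0.0216). Zfp385a (ENSMUSG00000000552) fell with CORT from 76.3 ± 13.1 to 50.1 ± 3.24 CPM in AS mice and had 69.8 ± 4.06 and 78.0 ± 12.8 CPM in WT mice, an interaction of -0.77 (standard error 0.137). With the covariate, the interaction was 0.44 for Zfp24 and -0.44 for Zfp385a, and neither passed the threshold.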

We performed gene ontology and pathway enrichment analyses on that gene subset and the top 10 GO-terms for molecular functions were associated with amino acid transmembrane transport (solute carrier family—SLC) and transcription activity, including nuclear hormone receptor activity (Figure 4A). This last term included 21 genes regulated by CORT in AS mice (Table S3), including genes involved in the mediator complex (*Med24*, *Med4*), transcription coactivators (*Snw1*, *Tgfb1i1*, *Wbp2*, *Thrap3*), chromatin remodelers (*Smarce1*, *Hmga1b*, *Sirt1*, *Bcas3*), transcription factors (*Tcf7l2*, *Lef1*, *Nr1h2*, *Tcf7l2*), proteins involved in nuclear receptor import (*Ipo13*) or protein stability (*Sumo2*, *Rnf6*). 

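Of the 22 genes that Table S3 lists for nuclear hormone receptor binding, 8 passed the threshold for the interaction: Jup, Ddx5, Med4, Wbp2, Thrap3, Nr1h2, Bcas3 and Sumo2. The interaction was above 0 for 10 of the 22 genes and below 0 for 12, from -1.15 to 0.43. Adjusted over this list alone, 22 passed, which shows no stability since the list holds the paper's own calls on these data. Wbp2 (ENSMUSG00000034341), a transcription coactivator gene, fell with CORT from 546 ± 89.4 to 418 ± 23.3 CPM in AS mice and had 553 ± 25.3 and 602 ± 61.4 CPM in WT mice with vehicle and CORT (SD, n = 6), an interaction of -0.51 (standard error 0.118, adjusted p = 0.0289). Sumo2 (ENSMUSG00000020738) had an interaction of 0.43 (standard error 0.116, adjusted p = 0.0384). Hmga1b, whose reads the counting could have shared with a paralog, had an interaction of -0.53 (standard error 0.182, adjusted p = 0.0846), which was 0.043 with the covariate for low-quality reads.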

The top 10 enriched pathways according to the REACTOME database were predominantly involved in mRNA splicing, chromatid cohesion (*Pds5b*, *Rad21*, *Esco1*, *Smc3*, *Wapal*, *Stag1*, *Stag2*) and neurotransmitter signaling (*Ppfia2*, *Ppfia3*, *Stx1a*, *Vamp2*, *Lin7c*, *Slc6a11*, *Slc17a7*, *Cplx1*, *Stxbp1*, *Rab3a*, *Syn1*) (Figure 4B and Table S3). This suggests that the effects of acute CORT exposure in the brains of AS, but not WT mice are broadly involved in transcription regulation and synaptic transmission.

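All 7 genes of chromatid cohesion had an interaction above 0, from 0.28 to 0.45, and 4 of them passed the threshold, Rad21, Smc3, Wapl (Wapal in the paper) and Stag2. Smc3 (ENSMUSG00000024974) rose with CORT from 56.1 ± 9.46 to 74.7 ± 3.33 CPM in AS mice and had 57.1 ± 5.11 and 55.8 ± 4.55 CPM in WT mice (SD, n = 6), an interaction of 0.45 (standard error 0.117, adjusted p = 0.0369). Of the 11 neurotransmitter genes, 9 passed the threshold and Ppfia3 and Rab3a did not. Lin7c and Ppfia2 had an interaction above 0 and the other 9 genes below 0, from -0.64 to 0.53 over the 11 genes. Syn1 (ENSMUSG00000037217), the gene of synapsin, fell from 1136 ± 153 to 831 ± 65.8 CPM in AS mice and had 1073 ± 130.4 and 1192 ± 143 CPM in WT mice, an interaction of -0.60 (standard error 0.129, adjusted p = 0.0216). Adjusted over each list alone, 7 of the 7 and 11 of the 11 genes passed, and as these lists are the paper's calls on these data, that shows no stability. The interaction of Ppfia3 was -0.21 (standard error 0.0728, adjusted p = 0.0854) and lost its sign, at 0.0031, when trends on GC content and length were removed.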

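With the covariate for low-quality reads, none (0) of the genes listed for receptor binding, chromatid cohesion or neurotransmitter signaling passed the threshold for the interaction. At an unadjusted p-value under 0.05 there were 4 for receptor binding, 2 for cohesion and 5 for neurotransmitter signaling. The median absolute interaction went from 0.39 to 0.16 for receptor binding, from 0.34 to 0.20 for cohesion and from 0.47 to 0.26 for neurotransmitter signaling.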

### 2.5. Acute CORT Exposure Influences Genes in the UBE3A-Deficient AS Mouse Hippocampus That are Heterogeneously Expressed in Hippocampal Cell Types

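Of the 40 genes in Figure 4C, 25 passed the threshold for the interaction, 12 with a value above 0 and 13 below. Over all 40 genes, 20 lay above and 20 below 0, from -1.43 to 1.07, with a median absolute value of 0.75. With the covariate for low-quality reads the median was 0.44, 0 genes passed the threshold and 15 had an unadjusted p-value under 0.05. Adjusted over these genes alone, 40 of the 40 passed, but the list was chosen by the paper for this interaction in the same mice.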

We selected the top 40 genes from the 1,208 genes which significantly contributed to the genotype-treatment interaction and characterized their cell type-specific expression using our adult mouse hippocampus atlas (Figure 4C). 

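Mir5125 (ENSMUSG00000092981) lies on chromosome 17 of GRCm38 from 23823291 to 23823369, and its expression was 10.9 ± 2.71 and 14.1 ± 4.36 CPM in WT mice and 14.1 ± 6.24 and 6.79 ± 1.07 CPM in AS mice with vehicle and CORT (SD, n = 6). Its interaction was -1.43 (standard error 0.353, adjusted p = 0.0318), and its CORT effect in AS mice against H17 and H18 was 0.079 on the log2 scale. How reads were counted by strand is not stated, so reads of an overlapping gene could be included. Adnp (ENSMUSG00000051149) went from 8.14 ± 2.66 to 4.90 ± 0.592 CPM with CORT in AS mice and from 7.60 ± 0.954 to 8.11 ± 2.11 CPM in WT mice. The interaction of Adnp was -0.83 (standard error 0.258, adjusted p = 0.0613) and did not pass the threshold.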

Two genes from the selected subset were undetectable in the hippocampus cell atlas: *Mir5125* which was not captured by 10× scRNA-seq, and *Adnp*. The expression of genes appeared heterogenous throughout different hippocampal cell types, e.g., *Rfx3* and *Rasal2* were highly expressed in the glutamatergic neurons of the dentate gyrus (DG), while Ccdc43 and Prpf33a expression was higher in CA2 glutamatergic neurons, and *Ezr* expression was specific for astrocytes (Figure 4C). It is interesting to note that many genes that were downregulated by CORT in AS mice were predominantly expressed in non-neuronal cells, considering that these cells still express 50% of UBE3A protein. 

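Of the 20 genes of Figure 4C with an interaction below 0, 13 passed the threshold. The lowest value belonged to Mir5125. Against H17 and H18, which share the range of low-quality reads, the CORT effects in AS mice were -0.58 for Cckbr, -0.78 for Sema6a and -0.46 for Sorbs3 on the log2 scale, and over all AS vehicle mice they were -0.94, -0.89 and -0.65. Other genes of this list changed more between the 2 comparisons, with -0.10 for Sf3b4, -0.13 for Lypla2 and -0.30 for Zfp575 against H17 and H18 and -0.69, -0.66 and -0.76 over all AS vehicle mice. Of these 6 genes, Sema6a alone passed the threshold against H17 and H18 (adjusted p = 0.0414).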

For example, *Sox10* was specifically expressed in oligodendrocytes, while *Fxyd5* and *Lef1* were exclusively expressed in endothelial cells. 

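Sox10 (ENSMUSG00000033006) went with CORT from 65.7 ± 15.0 to 31.5 ± 5.10 CPM in AS mice and from 66.0 ± 16.7 to 52.4 ± 13.5 CPM in WT mice (SD, n = 6). Its CORT effect in AS mice was -1.06 over all vehicle mice and -0.78 against H17 and H18, and its interaction of -0.73 (standard error 0.238, adjusted p = 0.0709) did not pass the threshold. Fxyd5 (ENSMUSG00000009687) went from 11.6 ± 2.31 to 7.11 ± 1.19 CPM in AS mice and from 10.4 ± 1.45 to 10.7 ± 2.23 CPM in WT mice, an interaction of -0.75 (standard error 0.201, adjusted p = 0.0389). Lef1 (ENSMUSG00000027985) went from 5.40 ± 0.826 to 3.31 ± 0.344 CPM in AS mice and from 5.40 ± 1.41 to 5.45 ± 0.902 CPM in WT mice, an interaction of -0.72 (standard error 0.214, adjusted p = 0.0525), above the threshold. The effects against H17 and H18 were -0.39 for Fxyd5 and -0.48 for Lef1.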

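Atf5 (ENSMUSG00000038539) went with CORT from 46.5 ± 13.3 to 21.5 ± 1.73 CPM in AS mice and from 43.9 ± 23.8 to 51.0 ± 26.5 CPM in WT mice (SD, n = 6), an interaction of -1.33 (standard error 0.390, adjusted p = 0.0480). The highest adjusted p with one mouse left out was 0.104. Lypla2 (ENSMUSG00000028670) went from 111 ± 29.6 to 69.9 ± 8.49 CPM in AS mice and from 106 ± 13.1 to 118 ± 16.4 CPM in WT mice, an interaction of -0.82 (standard error 0.189, adjusted p = 0.0284). Against H17 and H18, the CORT effects in AS mice were -1.19 for Atf5 and -0.13 for Lypla2 on the log2 scale.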

We observed only few genes that were highly expressed in neuronal cell types, for instance *Atf5* and *Lypla2* (Figure 4C). Altogether, these results suggest that genes affected by acute CORT exposure in AS are heterogeneously expressed in mouse hippocampal cell types and sub-regions (DG, CA1-ProS, CA2 and CA3). Each of these cell types may respond differently to reductions in UBE3A levels, thereby featuring specific GR-mediated adaptations to CORT exposure.

### 2.6. Continuous CORT Exposure Does Not Differentially Alter Hippocampal GR Signaling in UBE3A-Deficient AS Mice 

The detrimental effects of GR disruption in the brain are mostly associated with chronic stress or chronic glucocorticoid exposure. Therefore, we investigated whether continuous CORT treatment of AS mice led to similar or even more pronounced changes in hippocampal GR signaling than the acute treatment. 

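Hippocampus and liver were collected from 20 mice of the continuous experiment, 5 in each of the 4 groups, after 5 days with a vehicle pellet or a pellet of 20 mg CORT. The hippocampal libraries were processed by the authors as in the acute experiment, and the deposited values are read counts per gene. Between 19112929 and 21783009 reads per mouse were counted on genes, with medians of 21589964 in WT vehicle mice, 21679184 in WT CORT mice, 21702668 in AS vehicle mice and 21696951 in AS CORT mice. The floor of 3 counts lay between 0.138 and 0.157 CPM. After leaving out 2 vehicle mice as the paper did, one per genotype, 18 mice were compared, 4 per genotype with vehicle and 5 with CORT. Reads of too low alignment quality numbered 1810 to 2211 over the 20 libraries. Of the mice compared, AS vehicle mice had 2079 to 2211 and AS CORT mice 1907 to 2063, without overlap, and the WT groups overlapped, with 1810 to 2152 and 1914 to 2111.
Ube3a had 83.5 ± 9.86 CPM in WT vehicle mice, 78.3 ± 5.73 in WT CORT mice, 80.8 ± 11.3 in AS vehicle mice and 86.1 ± 9.92 in AS CORT mice (SD, n = 4 with vehicle and 5 with CORT). These are counts over all exons, which do not separate intact from deleted transcripts. The paper examined exon usage (Figure S4), which was not analysed here. AS mice did not differ from WT mice in this count (log2 fold change of -0.046 (standard error 0.103, adjusted p = 0.954) with vehicle, and 0.14 with an adjusted p of 0.629 with CORT). The sign of the vehicle value changed when H6 or H19 was left out.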

AS and WT mice were implanted subcutaneously with a vehicle pellet or a CORT-releasing pellet, such that CORT was continuously released during five consecutive days (Figure 5A). We again confirmed that UBE3A levels were significantly lower in AS mice brain, as compared to WT (*p* < 0.001), and that continuous CORT treatment did not influence UBE3A protein expression in the frontal cortex (Figure 5B and Figure S2A). 

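H9 is an AS vehicle mouse and H13 a WT vehicle mouse. With all 20 mice in the PCA, PC1 held 61.5% and PC2 14.7% of the variance. H9 had a mean log2 CPM of 7.25 over a list of marker genes of the thalamus, against 1.65 to 4.70 in the other 18 mice. H13 had 8.88 over a list of marker genes of the striatum, against 2.87 to 5.33, and 7.26 over a list for the choroid plexus, against at most 5.20. With H9 and H13 kept, CORT altered 203 genes in WT mice and 221 in AS mice, 99 of them in both, and 0 genes differed between AS and WT mice given CORT.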

Two technical outliers were detected (i.e., samples H9 and H13, Figure S2B,C) and excluded from the RNA-seq analysis. PCA results showed that 43% of the variation (PC1 + PC2) was attributed to the genotype and treatment effects. 

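In the PCA of the 18 mice on the 500 most variable genes, PC1, PC2 and PC3 held 32.3%, 29.6% and 10.5% of the variance. Over all genes tested, they held 23.3%, 20.6% and 12.7%. PC1 and PC2 together then held 43.9%, near the paper's 43%, and 61.9% on the 500 genes used here.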

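CORT shifted mean PC1 by -7.74 in AS mice (two-sided exact permutation test, n = 5 against 4, p = 0.0159, adjusted p = 0.0714) and by -4.37 in WT mice (exact test, p = 0.127, adjusted p = 0.286). On PC2 the shift was -7.46 in WT mice (exact test, p = 0.0397, adjusted p = 0.119) and -5.52 in AS mice (exact test, p = 0.0317, adjusted p = 0.104). None of these shifts passed the threshold after adjustment over the tests on PCs of the 3 experiments.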

Similar to what was observed upon acute CORT treatment, continuous CORT treatment resulted in a clear separation of treated and untreated mice. Vehicle-treated WT and AS mice largely overlapped, and CORT treatment resulted in a modest divergence of WT and AS treated animals (Figure 5C). 

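Among vehicle mice, AS and WT mice differed by -0.472 in mean PC1 (two-sided exact permutation test, n = 4 against 4, p = 0.83, adjusted p = 0.932) and by 0.339 in mean PC2 (exact test, p = 0.943, adjusted p = 0.944). On PC3 each of the 4 AS vehicle mice lay below each WT vehicle mouse, a difference of -3.92 in means (exact test, p = 0.0286, the smallest p that 4 mice against 4 allow, adjusted p = 0.103). Under CORT they differed by -3.85 in PC1 (exact test, n = 5 against 5, p = 0.103, adjusted p = 0.248), by 2.28 in PC2 (exact test, p = 0.167, adjusted p = 0.316) and -2.79 in PC3 (exact test, p = 0.159, adjusted p = 0.316).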

In response to continuous CORT, the expression of 610 genes was altered in the hippocampus of WT mice (Figure 5D), compared to 773 genes in AS (Figure 5E). 

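Continuous CORT altered 436 genes in the hippocampus of WT mice, 120 raised and 316 lowered, and 564 in AS mice, 303 raised and 261 lowered. An unadjusted p-value under 0.05 was reached by 2339 and 2275 genes. An adjusted p-value under 0.01 left 178 genes in WT mice, and adding 1 surrogate variable gave 786. Sult1a1 (ENSMUSG00000030711) went from 5.72 ± 0.319 to 18.8 ± 1.21 CPM in WT mice and from 4.61 ± 0.476 to 22.6 ± 2.70 CPM in AS mice (SD, n = 4 with vehicle and 5 with CORT). Its log2 fold change was 1.71 in WT mice (standard error 0.0945, adjusted p = 4.20e-09) and 2.29 in AS mice (standard error 0.0967, adjusted p = 3.55e-11). Fabp7 (ENSMUSG00000019874) went from 26.8 ± 5.15 to 10.8 ± 0.880 CPM and from 32.2 ± 3.90 to 8.20 ± 1.55 CPM, a log2 fold change of -1.31 in WT mice (standard error 0.130, adjusted p = 7.87e-06) and -1.97 in AS mice (standard error 0.132, adjusted p = 2.88e-08). Fkbp5 rose by 0.58 in WT mice (standard error 0.109, adjusted p = 0.00461) and 1.05 in AS mice (standard error 0.111, adjusted p = 1.30e-05). Each of these genes changed more in AS mice, but had an interaction with an adjusted p of 1. That value follows the adjustment over 14949 genes and does not show that the responses were equal. Of the genes named in the volcano plots, 19 of 26 in Figure 5D and 16 of 20 in Figure 5E passed the threshold. Ttr, named in Figure 5D, had 987 ± 1249.8 CPM in WT vehicle mice and 41.5 ± 30.3 CPM in WT CORT mice, a log2 fold change of -4.57 (standard error 1.22, adjusted p = 0.0484), and its adjusted p reached 0.196 with one mouse left out.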

Among these CORT-regulated genes, 322 genes overlapped between WT and AS, 288 genes were WT-specific, and 451 genes were AS-specific (Figure 5D,E). 

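Both genotypes shared 248 altered genes, all of which changed in the same direction, and 150 of which changed more in AS mice. Median absolute log2 fold changes of these genes were 0.53 in WT mice and 0.56 in AS mice. Another 188 genes passed the threshold in WT mice alone and 316 in AS mice alone. Of the 316 genes, 310 (98.1%) changed in the same direction in WT mice, with a median absolute log2 fold change of 0.44 in AS mice and 0.24 in WT mice. The interaction passed the threshold for 0 of these genes. Over all 14949 genes, 561 had an unadjusted p-value under 0.05 for it, fewer than expected by chance.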

The differences between AS and WT in response to continuous CORT exposure were less pronounced than after acute treatment (Figure 3D,E). 

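The slope of the AS on the WT response was 1.14 over 1445 genes after continuous CORT. Across all genes, the WT and AS log2 fold changes correlated with r = 0.604, against 0.302 after acute CORT, where genes are not independent replicates. The difference between the experiments was not tested, since the 2 cohorts hold different mice and CORT was given in different ways. The hippocampal tables share 14419 tested genes. Of 2425 of these that acute CORT altered in AS mice alone, 169 were altered in AS mice by continuous CORT and 70.3% changed in the same direction. Of 166 that acute CORT altered in both genotypes, 78 were altered and 94.6% changed in the same direction. The difference between AS and WT mice given CORT correlated between the experiments with r = -0.0806 across genes, and 47.3% of the genes that differed in the acute experiment had the same direction in the continuous one. For the interaction, r was 0.0283, and 63.7% of 653 interaction genes of the acute experiment had the same direction.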

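Between AS and WT mice given CORT, 6 genes differed, 2 higher and 4 lower in AS mice, and 1523 had an unadjusted p-value under 0.05. DESeq2's Wald test moved this count most upwards, to 47 genes. Ogn had 9.32 ± 1.51 CPM in WT CORT mice and 2.68 ± 0.657 CPM in AS CORT mice (SD, n = 5), a log2 fold change of -1.80 (standard error 0.179, adjusted p = 9.49e-05). It also differed with vehicle, by -2.15 (adjusted p = 3.84e-05), where 2 genes in total passed the threshold. Doc2a (ENSMUSG00000052301) was higher in AS mice, with 12.5 ± 1.85 and 19.6 ± 3.00 CPM in WT and AS CORT mice, a log2 fold change of 0.64 (standard error 0.108, adjusted p = 0.0371), and did not pass the threshold with some mice left out, where its adjusted p reached 0.186.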

When comparing the CORT treated WT and AS mice, we found only 44 differentially regulated genes, of which none contributed significantly to the genotype-treatment interaction (Figure S2D,E and Table S2), suggesting that the overall transcriptomic effects of continuous CORT are comparable in WT and AS mouse hippocampus. 

Following five days of CORT exposure, we found that the GR levels were slightly, but non significantly, higher in AS brains (*p* = 0.058, Figure 5F). A much larger effect on GR abundance was seen after CORT treatment, which strongly decreased GR protein levels (*p* < 0.001, Figure 5F and Figure S2A). Altogether, the results indicate that UBE3A deficiency in AS mice does not significantly influence the hippocampal transcriptomic response to continuous CORT exposure. 

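A CORT score was computed per mouse as the mean signed log2 CPM of 166 of the 168 genes that acute CORT altered in both genotypes. Relative to vehicle mice of the same genotype it rose by 0.573 ± 0.0466 in AS mice and by 0.374 ± 0.0110 in WT mice (SD, n = 5 CORT mice each), a difference of 0.198 (two-sided exact permutation of the CORT mice, p = 0.00794, the smallest p that 5 mice against 5 allow). With vehicle mice permuted as well, a test added after the data were seen, p was 0.0185. With CORT the score of AS mice differed from that of WT mice by 0.0607, and with vehicle by -0.138. Nr3c1 had 95 ± 10.5 CPM in WT vehicle mice and 98.0 ± 11.0 in AS vehicle mice (SD, n = 4), and 74.2 ± 6.93 and 77.4 ± 12.9 with CORT (SD, n = 5). Its CORT effect was -0.36 in WT mice (standard error 0.109, adjusted p = 0.0953) and -0.34 in AS mice (standard error 0.109, adjusted p = 0.100). The paper's summary, that UBE3A deficiency does not significantly influence the hippocampal response to continuous CORT, draws on its gene counts and on GR protein levels, and the latter were not rerun here.

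**Figure D3:**
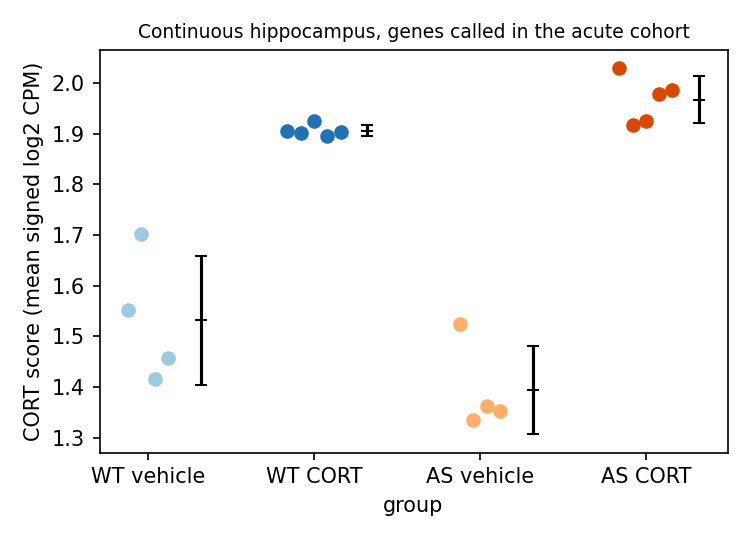
CORT score (vertical axis, mean signed log2 CPM of the 166 genes) of each of the 18 mice by group (horizontal axis), with the mean and SD of each group beside its points. The scores of all CORT mice lie above those of all vehicle mice, and AS vehicle mice have the lowest mean.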

### 2.7. Continuous CORT Exposure Slightly Alters Liver GR Signaling in UBE3A-Deficient AS Mice 

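Liver RNA came from the 20 mice of the continuous experiment, 5 per group, and all of them were analysed. The authors deposited read counts per gene for the liver libraries, made with the same pipeline. Between 18612550 and 20868924 reads per mouse were counted on genes, with medians of 19559992 in WT vehicle mice, 20048161 in WT CORT mice, 19639255 in AS vehicle mice and 20540316 in AS CORT mice, and 3 counts correspond to 0.144 to 0.161 CPM. The share of reads that were not aligned was 6.81% ± 1.32 in WT vehicle mice, 3.95% ± 0.591 in WT CORT mice, 5.53% ± 0.824 in AS vehicle mice and 2.51% ± 0.758 in AS CORT mice (SD, n = 5). Ube3a had 48.3 ± 4.96 CPM in WT vehicle mice, 33.0 ± 4.05 in AS vehicle mice, 48.8 ± 4.01 in WT CORT mice and 34.9 ± 1.93 in AS CORT mice (SD, n = 5). It was lower in AS mice with vehicle (log2 fold change of -0.55 (standard error 0.0856, adjusted p = 0.0191)) and with CORT (log2 fold change of -0.48 (standard error 0.0855, adjusted p = 0.0133)). With one mouse left out, its adjusted p reached 0.113 with vehicle and 0.0548 with CORT.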

AS mice are known to be susceptible to metabolic disturbances and liver steatosis which can be triggered by chronic glucocorticoid treatment, hence we investigated the peripheral effects of continuous CORT treatment in WT and AS mice using RNA-seq on liver tissue (Figure 6A). As expected, UBE3A was expressed in the AS liver at around 50% of WT levels (due to the active paternal allele in this tissue) (genotype effect: *p* < 0.001, Figure 6B and Figure S3A). 

According to the PCA results, 48% of the variation (PC1 + PC3) was attributed to the genotype (AS vs. WT) and treatment (CORT vs. vehicle) effects. 

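On the 500 most variable genes, PC1, PC2 and PC3 of the liver held 55.0%, 24.5% and 4.45% of the variance. When the PCA took all genes tested, these shares were 43.1%, 23.1% and 4.82%. PC1 and PC3 together then held 47.9%, near the paper's 48%, and 59.5% on the 500 genes. On the 500 genes, none of the 4 comparisons of groups on PC3 passed the threshold before adjustment, and the lowest p was 0.159 (two-sided exact permutation test, n = 5 against 5, adjusted p = 0.316). This PC3 need not be that of the paper.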

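CORT shifted mean PC1 of the liver by -25.2 in WT mice and by -30.6 in AS mice, and AS CORT mice differed from WT CORT mice by -3.87 (two-sided exact permutation tests, n = 5 against 5, p = 0.00794 in each of the 3 comparisons, the smallest p these groups allow, with an adjusted p of 0.0408). AS vehicle mice differed from WT vehicle mice by 1.54 (exact test, p = 0.437, adjusted p = 0.623).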

Comparable to hippocampal data, WT and AS mice showed most overlap upon vehicle treatment and diverged after CORT treatment, which means that most of the effects were driven by CORT treatment (Figure 6C). PC2 corresponded to 23% of the variation and was mostly explained by individual variability between mice (Figure S3B,C). 

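PC2 ranged from -7.63 to 21.1 in WT vehicle mice and from -8.90 to 18.0 in AS vehicle mice. None of the 4 comparisons of groups on PC2 passed the threshold, and their lowest p was 0.214 (two-sided exact permutation test, n = 5 against 5, adjusted p = 0.386). High values occurred in each group, at 21.1 in L4 and 17.8 in L1 among WT vehicle mice, 18.0 in L2 among AS vehicle mice, 8.28 in L3 among WT CORT mice and 8.72 in L7 and 6.22 in L8 among AS CORT mice, and each of the other 14 mice lay below 0.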

In total, the expression of 2484 genes was altered by continuous CORT treatment in the liver of WT mice (Figure 6D), as compared to 3571 genes in AS mice (Figure 6E). 

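In the liver, continuous CORT altered 2286 genes in WT mice, 1071 raised and 1215 lowered, and 3380 genes in AS mice, 1544 raised and 1836 lowered. With an unadjusted p-value under 0.05 there were 3777 and 4753 genes. An adjusted p-value under 0.01, the setting that moved these counts most, left 1336 and 2005 genes. Cyp17a1 (ENSMUSG00000003555) went from 7.41 ± 3.02 to 352 ± 33.7 CPM in WT mice and from 5.34 ± 1.53 to 365 ± 62.7 CPM in AS mice (SD, n = 5), a log2 fold change of 5.57 in WT mice (standard error 0.249, adjusted p = 1.59e-11) and 6.09 in AS mice (standard error 0.256, adjusted p = 2.07e-12), with an interaction of 0.53 (adjusted p = 0.665). H2-Eb1 (ENSMUSG00000060586) went from 21.9 ± 4.38 to 4.12 ± 0.774 CPM and from 24.4 ± 2.93 to 4.08 ± 0.746 CPM, a log2 fold change of -2.41 in WT mice (standard error 0.160, adjusted p = 2.96e-09) and -2.57 in AS mice (standard error 0.161, adjusted p = 7.86e-10). All 12 genes named in Figure 6D and all 17 in Figure 6E passed the threshold.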

Among these differentially regulated genes, 1811 genes overlapped between WT and AS, 673 genes were WT-specific, and 1762 genes were AS-specific (Figure 6D,E). 

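Shared between the genotypes were 1675 altered genes, and 1674 of them changed in the same direction, 1084 of them more in AS mice. The median absolute log2 fold change of the shared genes was 0.64 in WT mice and 0.73 in AS mice. The rest of the genes altered in WT mice passed the threshold there alone, and 1705 genes did so in AS mice alone. Of the 1705 genes, 1545 (90.6%) changed in the same direction in WT mice, and their median absolute log2 fold change was 0.45 in AS mice and 0.19 in WT mice. The interaction passed the threshold for 0 of the 1705 genes.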

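Under CORT, 34 liver genes differed between AS and WT mice, 13 higher and 21 lower in AS mice, and 1018 had an unadjusted p-value under 0.05. DESeq2's Wald test gave 93. For the interaction, 0 genes passed the threshold, 995 had an unadjusted p-value under 0.05, and DESeq2's Wald test gave 9 genes, 5 of which it also called between AS and WT mice given CORT. With vehicle, 2 genes differed, Ube3a and Tcf24. Mup20 (ENSMUSG00000078672), a member of a family of closely related genes that can share reads, had 1096 ± 325 and 368 ± 108 CPM in WT and AS CORT mice (SD, n = 5), a log2 fold change of -1.58 (standard error 0.201, adjusted p = 0.000748). Abcd4 (ENSMUSG00000021240) had 25.7 ± 2.92 and 34.9 ± 1.15 CPM in the same groups, a log2 fold change of 0.44 (standard error 0.0671, adjusted p = 0.00487). The interactions of Mup20 and Abcd4 had adjusted p-values of 0.512 and 0.387.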

A total of 91 genes were differentially regulated between CORT treated AS and WT mice (Figure S3D), of which only 10 genes statistically contributed to the interaction between the genotype and the treatment (Figure S3E), a dataset too small to perform any adequate GO-term and pathway analyses. In the liver of AS mice, GR protein abundance was significantly higher than in WT mice upon vehicle treatment (*p* < 0.05) and continuous CORT exposure led to a significant decrease in GR levels only in AS mice (*p* < 0.01, Figure 6F and Figure S3A). Altogether, these results suggest that continuous CORT exposure induces considerable changes in liver transcriptome. 

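Fkbp5 in the liver went from 19.0 ± 12.5 to 205 ± 23.5 CPM in WT mice and from 16.6 ± 3.24 to 294 ± 62.9 CPM in AS mice (SD, n = 5), a log2 fold change of 3.43 in WT mice (standard error 0.310, adjusted p = 2.06e-07) and 4.14 in AS mice (standard error 0.321, adjusted p = 1.60e-08). Nr3c1 went from 84.8 ± 0.683 to 76.4 ± 1.46 CPM and from 86.6 ± 4.39 to 74.3 ± 2.38 CPM, a log2 fold change of -0.15 in WT mice (standard error 0.0437, adjusted p = 0.0202) and -0.22 in AS mice (standard error 0.0437, adjusted p = 0.000766), and an interaction of -0.071 (adjusted p = 0.760). The paper's summary for the liver, that continuous CORT induces considerable changes in its transcriptome, also follows its PCA and GR protein results, and the protein data were not rerun here.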

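The slope of the AS on the WT response in the liver was 1.17 over 4549 genes, and the log2 fold changes of WT and AS mice correlated with r = 0.842 across all genes. Among 100 groupings, the real one included, that permuted the genotype labels within each treatment, 2 had a slope as far from 1 as the real one, and the other slopes had a median of 1.00 and reached at most 1.13.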

Despite the AS-specific decrease in liver GR protein expression upon continuous CORT treatment, only a very small proportion of those transcriptomic effects were specific to AS.

## 3. Discussion

UBE3A deficiency in AS has been previously associated with disrupted GR signaling in the hippocampus and impairments in circadian rhythm [33,35]. In the current study, we confirmed UBE3A interaction with the GR LBD via LxxLL domains and further investigated whether UBE3A-deficient AS mice displayed a differential transcriptomic response to acute and continuous glucocorticoid exposure. 

GR transcriptional activity depends on its interactions with coregulator proteins, which bind to either its N-terminal or its C-terminal coregulator binding domain. C-terminal coregulators, associated with the LBD and AF2, possess leucine-rich motifs (LxxLL) which are required to interact with the GR and determine the transcriptional outcome [30,40]. UBE3A contains three LxxLL motifs [41], two of which showed a significant interaction with the GR LBD. Given the previously reported interaction between full-length UBE3A and GR in mouse brains [33], our results suggest that this binding relies on a physical association between the LBD of GR and these two LxxLL motifs in UBE3A. It is tempting to speculate that the abrogation of this interaction, by mutations in the LxxLL domain, could severely impact the coregulating capability of UBE3A, and contribute to transcriptomic alterations or abnormal behaviors. However, it is difficult to establish how such mutations could specifically affect GR signaling, since UBE3A LxxLL domains have been found to interact with multiple nuclear hormone receptors, including the receptors for estrogen (ERα and ERβ), progesterone (PR), and androgens (AR) [40]. An additional question is whether LxxLL mutations affect the subcellular localization, activity, or stability of UBE3A [16]. If these properties remain largely intact, UBE3A would still be able to function as an E3 ligase for most of its targets, which would prevent LxxLL mutations from causing a typical AS phenotype. These two issues make it difficult to precisely ascertain the pathological contribution of GR dysregulation in AS.

The interaction of UBE3A with GR could precede its ubiquitination and subsequent proteasomal degradation. However, the overexpression of active UBE3A did not significantly decrease GR stability in cells, which indicates that GR is not a typical UBE3A substrate and suggests that the coregulator function of UBE3A may be ligase independent [20,22]. In line with these results, we found that brain GR levels were not significantly altered in AS mice. However, in AS mice livers, we found GR levels to be significantly higher compared to WT. These results are noteworthy considering that UBE3A expression in peripheral tissue of AS mice is substantially higher than in the brain, and as a consequence, one would expect that the effect on GR levels would be less pronounced in the liver. This indicates that tissue-specific targeting mechanisms by UBE3A may play a more prominent role in regulating GR levels, rather than UBE3A dosage. Further experiments are necessary to establish whether GR destabilization originates from direct or indirect ligase-dependent effects of UBE3A.

We established that AS mice displayed almost undetectable levels of CORT during the circadian trough, indicating that their HPA axis activity was influenced by UBE3A deficiency. The circadian dynamics of CORT release in the circulation are centrally regulated in the hypothalamic paraventricular nucleus (PVN), which receives negative feedback via the GR [42]. Previous results on circadian rhythmicity in AS mice demonstrated that specifically in neuronal tissue, the lack of UBE3A compromised the turnover of the circadian clock component BMAL1, which led to impaired rhythmicity [35]. Therefore, the lack of UBE3A in PVN neurons could explain the disruption in diurnal CORT release observed in AS mice. Another factor to consider in the context of the alterations in CORT levels is the mineralocorticoid receptor (MR). The MR has a higher affinity to glucocorticoid hormones as compared to the GR [24], and loss of MR function is known to be associated with memory impairments, increased susceptibility to stress, and anxiety-like behaviors [43,44,45]. However, MR also mediates tonic negative feedback [46], and the differences between AS and WT mice in CORT levels at the circadian trough suggest that MR may be equally or more active in the AS mouse brain. 

Our RNA-seq analysis provided genome-wide evidence of an altered hippocampal transcriptome in AS mice following acute CORT exposure. This treatment affected 10 times as many genes in the AS hippocampus as in WT, which suggests that under normal circumstances UBE3A limits GR signaling in the mouse hippocampus. This is in contradiction with our in vitro results where GR response to cortisol was decreased in UBE3A^KO^ cells, and previous findings in HeLa and Neuro2a cells, where UBE3A acted as a GR transcriptional coactivator [20,33]. The discrepancy between cell models and our in vivo model, warrants further investigation of cell-type specific GR responses, and genomic rather than reporter plasmid readouts to provide more insights into the molecular and cell-type specific events associated with UBE3A-GR interaction. 

The majority of the genes that contributed to the acute CORT differences in the AS mouse hippocampus were associated with transcriptional activity; including transcription factors, coactivators, and chromatin remodelers such as *Smarce1*, which was recently associated with an AS-like phenotype in patients with no molecular diagnostic [47]. Further work is needed to establish how these factors contribute to the differences between AS and WT mice. Besides that, acute CORT treatment in the AS hippocampus also strongly dysregulated genes associated with neurotransmitter signaling. These alterations may disturb synaptic function in CORT-treated AS mice and lead to disruptions in neuronal signaling. Adequate electrophysiological measurements are needed to determine whether CORT exposure leads to measurable alterations in neuronal communication in AS mice. GR is strongly co-expressed with the receptors for serotonin, dopamine, noradrenaline, and acetylcholine in the mouse hippocampal glutamatergic neurons [32], and therefore, disruptions in neurotransmitter signaling could be intertwined with the differential response to CORT in AS mouse hippocampus [48]. There is a multitude of studies that investigated synaptic function in AS mice, collectively reporting cortical and hippocampal neuronal inhibition/excitation imbalances and deficits in hippocampal long-term potentiation [49,50,51,52,53]. Although many synaptic UBE3A substrates have been suggested to effectuate these changes [54,55,56,57], the CORT-induced alterations in neurotransmitter genes we report here could similarly underlie the disrupted electrophysiological properties of AS neurons. Dedicated electrophysiological experiments would be needed to determine whether CORT exposure leads to measurable alterations in synaptic function in AS mice.

When mapping the genes that contributed to the differential transcriptomic effects in the hippocampus of AS and WT mice to our scRNA-seq database, we found that their expression was not restricted to neurons. Several corticosterone-responsive genes were also expressed—sometimes exclusively—in astrocytes, oligodendrocytes, endothelial cells, or microglia. In contrast with AS neurons that are devoid of UBE3A protein, non-neuronal AS cells like astrocytes and oligodendrocytes do not undergo epigenetic silencing of the paternal allele of *Ube3a* during maturation and thus still express UBE3A [58]. Our results indicate that, although 50% of UBE3A protein was maintained, acute CORT treatment also affected the transcriptome of non-neuronal AS cells. These findings emphasize that the contribution of non-neuronal cells should be further explored to understand whether the effects in these cells are the result of a decrease in the molecular interaction between UBE3A and GR. Alternatively, the absence of UBE3A in neurons could influence non-neuronal cells via paracrine signaling. 

In sharp contrast with our findings after acute treatment, no significant genotype-treatment interaction was found in the hippocampus after continuous CORT treatment. This confirms the differences in GR response to acute and continuous CORT treatment in the brain, as expected based on previous findings with acute and chronic stress paradigms [59,60]. Our results suggest that UBE3A limits the hippocampal acute GR response but not in the context of prolonged glucocorticoid exposure. However, continuous CORT exposure did lead to a statistical interaction between AS and CORT treatment in the liver transcriptome, which suggests that UBE3A may regulate GR activity in a tissue-specific manner. The observed changes in the liver transcriptomic response to continuous CORT treatment are in line with AS mice susceptibility to hepatic dysfunction [34].

In conclusion, our current study provides novel insight into the molecular interaction between the UBE3A and GR. We demonstrate that AS mice display reduced circulating corticosterone levels during the circadian trough, and a vastly different transcriptomic response in the hippocampus following acute corticosterone treatment. We believe that our findings contribute to a better understanding of the molecular mechanisms of altered glucocorticoid responsiveness in AS. For future research, the corticosterone treatment in AS mice provides a suitable model to investigate the effectiveness of GR antagonists that could compensate for the altered glucocorticoid sensitivity in AS mice, and such treatment strategies could potentially benefit AS patients that suffer from stress and anxiety symptoms [61,62,63,64,65].

## 4. Materials and Methods

### 4.1. Microarray Assay for Realtime Coregulator-Nuclear Receptor Interaction (MARCoNI)

The GR is a nuclear receptor with two activation function domains (AF1 and AF2), a DNA-binding domain (DBD) and a ligand binding domain (LBD). GR interactions with coregulator motifs via its LBD were assessed in the presence of 1 µM cortisol compared to vehicle (dimethyl-sulfoxide, DMSO), as previously described [66]. A total of 154 short leucine rich (LxxLL) binding motifs representing 64 known nuclear receptor coregulators were attached to the solid phase of the PamChip^®^ array. The GR LBD tagged with Glutathione S-transferase (GST) was overexpressed in HEK 293T cells. The coregulator-derived motifs were incubated with the HEK 293T cell lysates containing GR LBD-GST, the ligand (DMSO or 1 µM cortisol), and a GST-specific antibody coupled to a fluorophore. The interaction between GR LBD and the coregulator motifs was assessed by detection of the fluorophore immunofluorescent signal. For all coregulator motifs, each treatment condition had four replicates from which the mean and the standard error of the immunofluorescent signal were calculated. The modulation index (MI) of each coregulator motif was calculated as the log10-transformed ratio of the mean signal in the presence of cortisol to the mean signal in the presence of DMSO. The standardized MARCoNI assay numbered the LxxLL domain amino acids based on the sequence of the human isoform 2 of UBE3A, however this isoform is lowly expressed [39]. Therefore, the sequence of isoform 3 of UBE3A, in concordance with the MANE annotation [67], was further used for amino acid numbering in the current study.

### 4.2. Cell Culture

#### 4.2.1. GR Activity 

Wildtype (WT) and UBE3A knock-out (UBE3A^KO^) HEK 293T cells [17] were seeded 80,000 cells/well in 24-well plates in culture medium DMEM (1X) + GlutaMAX™ supplemented with 10% Charcoal-stripped fetal bovine serum (FBS), penicillin and streptomycin. The cells were transfected after 24 h using the FuGENE^®^HD Transfection Reagent (E2311, Promega Corporation, Madison, WI, USA) according to the manufacturer’s instructions. Per well, 10 ng human GR plasmid, 25 ng tyrosine aminotransferase (*Tat*) GR response element coupled to the firefly luciferase (TAT1—GR-dependent reporter gene) [68], 1 ng CMV-renilla (control reporter gene) and 264 ng pcDNA were transfected. One day later, the cells were treated with 0.1% DMSO as vehicle or 0.1–1000 nM cortisol. After 24 h, the medium was removed, the cells were washed once with phosphate-buffered saline (PBS) and lysed to measure GR-dependent luciferase activity using the Dual-Luciferase^®^ Reporter Assay (E1910, Promega Corporation, Madison, WI, USA). The luminescent signal was measured with SpectraMax^®^iD3 (Molecular Devices, San Jose, CA, USA), using SoftMax Pro 7.0.2. Each treatment condition had four replicates and the experiment was performed twice. All data are expressed as the ratio between the reporter gene and the control reporter gene luminescent signal.

#### 4.2.2. GR Stability

UBE3A^KO^ HEK 293T cells were seeded at a density of 150,000 cells/well in 12-well plates and cultured in DMEM (1X) + GlutaMAX^TM^ (Gibco^TM^, 10566016, ThermoFisher Scientific) supplemented with 10% fetal calf serum (FCS), penicillin, and streptomycin. After 24 h, the cells were transfected with plasmids containing the human GR (750 ng) in combination with different human UBE3A isoform–1 variants (UBE3A^WT^, UBE3A^LD^, UBE3A^dAZUL^) (750 ng) using polyethylenimine (PEI) in a ratio DNA:PEI of 1:3. After 48 h, the cells were treated for eight hours with either vehicle (DMSO) or 1 µM cortisol, alone or in combination with 10 µM MG132 (proteasome inhibitor) or 70 µg/mL cycloheximide (CHX—de novo protein synthesis inhibitor). Hereafter the cells were harvested and snap-frozen in liquid nitrogen until further analysis. Cell pellets were lysed in lysis buffer (250 mM sucrose, 20 mM HEPES [pH 7.2], 1 mM MgCl2, 10 U/mL Benzonase), supplemented with the c0mplete Protease Inhibitor Cocktail (11836145001, Roche, Basel, Switzerland). Protein concentrations were determined using BCA Protein Assay Kit (23225, Pierce™ Thermo Fisher Scientific Inc., Waltham, MA, USA) and a total of 10 µg protein per sample was loaded and run on a 26-well 4–15% Tris-Glycine gel (5671085, Bio-Rad Laboratories, Hercules, CA, USA). The separated proteins were transferred to a 0.2 mm nitrocellulose membrane (170-4159, Bio-Rad Laboratories, Hercules, U.S.A.) and blocked in TBST (10 mM Tris-HCl [pH 8.0], 150 mM NaCl, 0.1% Tween-20 (P1379, Sigma-Aldrich, St. Louis, MO, USA), supplemented with 5% (w/v) skim-milk powder (70166-500G, Sigma-Aldrich, St. Louis, MO, USA) for 30 min at room temperature. Membranes were briefly rinsed with TBST, and incubated with primary antibodies overnight at 4 °C. The day after, the membranes were briefly washed in TBST, before incubation with secondary antibodies for an hour at room temperature. Finally, the membranes were washed three times with TBST and three times with TBS and analyzed by measuring enhanced chemiluminescence or infrared fluorescence (Li-Cor Biosciences, Lincoln, NE, USA). The primary and secondary antibodies listed in Table 1 were used:

Protein band intensities were measured using ImageStudioLite (Version. 5.x 4.0 3.1.) and normalized against β-Actin or GAPDH protein expression. The experiment was performed four times with three to four replicates per condition. The average of all replicates was calculated in each assessment giving a total N = 4 for the entire experiment. GR protein levels were expressed as a normalized percentage from the vehicle-treated control group.

### 4.3. Animals

WT C57BL/6J male and female 129sv *Ube3a*^m+/*p*−^ mice (*Ube3a*^tm1Alb^; MGI 2181811) [50], were crossed to generate F1 hybrid WT and *Ube3a*^m−/p+^ (AS) offspring. The *Ube3a*^tm1Alb^ strain resulted from the deletion of the exon 5 of *Ube3a*, leading to an out-of-frame mutation and loss of UBE3A protein expression in neurons. Adult 10–18-week-old male mice were used in the experiments. Mice were housed in conventional cages with a 12:12 h light-dark cycle (7:00 AM lights on and 7:00 PM lights off) and ad libitum access to food and water. All animal experiments were conducted at the Erasmus MC in Rotterdam, in accordance with the European Commission Council Directive 2010/63/EU (CCD approval AVD101002016791).

#### 4.3.1. Acute Corticosterone Exposure

On day 0 of the experiment, blood was withdrawn from WT (*n* = 12) and AS (*n* = 12) mice via tail vein incision, at 8:00 (AM) and 18:00 (PM), to measure baseline circulating corticosterone. Blood samples were kept on ice and centrifuged at 12,000 rpm for five minutes. The plasma was then collected and stored at −20 °C until further processing. On day 5, animals were injected subcutaneously with 3 mg/kg corticosterone (27840, Sigma-Aldrich, St. Louis, MO, USA) or vehicle (5% ethanol in PBS) between 9:00 and 11:00 to mimic a transient increase in corticosterone, as previously described [69,70,71]. Three hours later, animals were sacrificed by cervical dislocation, trunk blood was collected in an EDTA-coated collection tube and kept on ice and centrifuged at 12,000 rpm for five minutes. The plasma was then collected and stored at −20 °C until further processing. The left frontal cortex and the left hippocampus tissues were isolated, snap-frozen in liquid nitrogen and stored later at −80 °C until further processing.

#### 4.3.2. Continuous Corticosterone Exposure

On day 0 of the experiment, WT (*n* = 10) and AS (*n* = 10) mice underwent surgery to subcutaneously implant a corticosterone slow-release pellet (20 mg corticosterone, 80 mg cholesterol) or a vehicle pellet (100 mg cholesterol) to mimic a sub-chronic corticosterone exposure, as previously described [72,73,74]. On day 6, animals were sacrificed by cervical dislocation, and left frontal cortex, left hippocampus and liver tissues were collected, snap-frozen in liquid nitrogen and stored later at −80 °C until further processing.

### 4.4. Corticosterone Biochemical Analysis

To evaluate corticosterone blood levels, plasma samples were analyzed using the Corticosterone HS High Sensitivity EIA kit (AC-15F1, Immunodiagnosticsystems IDS, East Boldon, UK) according to the manufacturer’s instructions. To calculate the delta PM-AM at baseline, for each animal, the AM corticosterone levels (ng/mL) were subtracted from the PM corticosterone levels (ng/mL).

### 4.5. Protein Levels Measurements in Mouse Brain and Liver Tissue

Frozen frontal cortex and liver tissue were lysed with glass beads in RIPA buffer (89900, Pierce™ Thermo Fisher Scientific Inc., Waltham, MA, USA) supplemented with protease and phosphatase inhibitors (A32959, Pierce™ Thermo Fisher Scientific Inc., Waltham, MA, USA) using the homogenizer (Zentrimix 380R, Hettich Benelux B.V, Geldermalsen, The Netherlands) at 4 °C, with 1500 rpm for 40 s. Protein lysates were transferred in a fresh Eppendorf and protein concentrations were determined using a BCA protein assay kit (23225, Pierce™ Thermo Fisher Scientific Inc., Waltham, MA, USA). All protein lysates were diluted in RIPA to the final concentration of 0.8 µg/µL. Protein expression was measured using the Simple Western™ WES system (ProteinSimple Bio-Techne, Minneapolis, MN, USA) with the anti-mouse (DM-002, ProteinSimple Bio-Techne, Minneapolis, MN, USA) or anti-rabbit (DM-001, ProteinSimple Bio-Techne, Minneapolis, MN, USA) detection modules according to the procedure provided by the manufacturer. The primary antibodies listed in Table 2 were used: 

### 4.6. RNA Sequencing (RNA-seq) Analysis of Mouse Hippocampus and Liver Tissue

Total RNA was isolated from frozen hippocampus and liver tissue using the NucleoSpin^®^ RNA kit (740955.50, Macherey-Nagel, Düren, Germany) and RNA quality was assessed using the RNA 6000 Nano kit on the Bioanalyzer (Agilent, Santa Clara, CA, USA). All samples had an appropriate RNA Integrity Number (RIN) over 8 with a 28/18s ratio over 1 and were considered suitable for sequencing. Aliquots of total RNA samples were sent for RNA-seq at BGI Genomics (Tai Po, Hong Kong). Stranded mRNA libraries were constructed, and 100-bp paired end sequencing was performed on the DNBseq platform resulting in over 20 million reads per sample. The BioWDL pipeline was used for reads quality control, alignment, and quantification. Quality control was performed using FastQC and MultiQC. Reads were aligned to mm10 using STAR and gene-read quantification was performed using HTSeq-count (BioWDL v5.0.0, https://biowdl.github.io/RNA-seq/v5.0.0/index.html, accessed on 22 December 2022). Output files were merged into a count matrix as input for differential gene expression analysis. DESeq2 (version 1.30.1) was used for normalization of the data (median of ratio’s method) and identification of differentially expressed genes in R v4.0.2. Differential exon usage analysis was performed in the mouse cohort exposed to continuous corticosterone to validate UBE3A deficiency at the mRNA level in the AS model (Figure S4).

For the differential gene expression analysis, we selected all genes which were expressed in a minimum of three replicates with more than 20 normalized counts for at least one of the treatment groups. This resulted in 14,611 differentially expressed genes for the hippocampus after acute corticosterone exposure, 14,949 genes for the hippocampus after continuous corticosterone exposure, and 11,988 genes for the liver after continuous corticosterone exposure. 

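Applied to the deposited counts, this filter kept 14611 genes for the hippocampus after acute CORT, 14949 for the hippocampus after continuous CORT and 12273 for the liver after continuous CORT. Genes with at least 1 count in the mice of each fit numbered 32821, 31882 and 26482.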

The sources of variation between groups were identified using the principal component analysis (PCA). The contrasts between groups were analyzed for differential expression in a pair-wise comparison.

### 4.7. Pathway Enrichment Analysis 

The subset of genes contributing to the differential response to acute corticosterone in AS mice underwent gene ontology (GO)-term and pathway enrichment analyses using the STRING database v11.5 (https://string-db.org/, accessed on 22 December 2022) [75]. We selected the top 10 GO-terms for molecular function (GO:MF), and the top 10 pathways detected in REACTOME. The extent of the enrichment was measured by the strength which represents the log10-transformed ratio between i) the number of genes in the current study that are annotated with a term/pathway and ii) the number of genes that were expected to be annotated with this term/pathway in a random network of comparable size. The false discovery rate (FDR) describes how statistically significant the enrichment is, the *p*-values are corrected for multiple testing using the Benjamini-Hochberg approach. Enrichment significance is expressed as the —log10(FDR).

### 4.8. Single-Cell RNA Sequencing in the Adult Mouse Hippocampus

The top 20 downregulated and top 20 upregulated genes associated with the differential response to acute corticosterone in AS mice were selected for single-cell expression analysis in the adult mouse hippocampus, as we previously described [32]. Our published dataset allows the exploration of gene expression in 13 different cell types of the adult mouse hippocampus, including glutamatergic neurons, GABAergic neurons, and non-neuronal cells. The current data was expressed using the dotplot function of Seurat v3.1.5 in R v3.6.1 where the Z-Score (scaled and centered normalized expression) represents the average gene expression within one cell type and the size of the dot indicates the percentage of positive cells.

### 4.9. Statistics

In the MARCoNI assay, statistical significance was determined by a t-test in R v.4.0.2. For the assessment of GR activity in WT and UBE3A^KO^ HEK-293T cells, statistical significance was calculated using the two-way analysis of variance (ANOVA) in GraphPad Prism 9. The EC50 values for both cell lines were determined using GraphPad Prism 9 non-linear fitting and expressed as mean and standard deviation (±SD). The results of GR stability in UBE3A^KO^ HEK-293T cells, mouse plasma corticosterone and tissue protein measurements were corrected for outliers using the Grubb’s method, all results were expressed as mean and standard error of the mean (±SEM) and statistical significance was calculated using the two-way ANOVA or the Mann–Whitney test in GraphPad Prism 9. In the RNA-seq analysis, an FDR-adjusted *p*-value of 0.05 was used as a cut-off to determine differentially expressed genes.

## Figures and Tables

**Figure 1:**
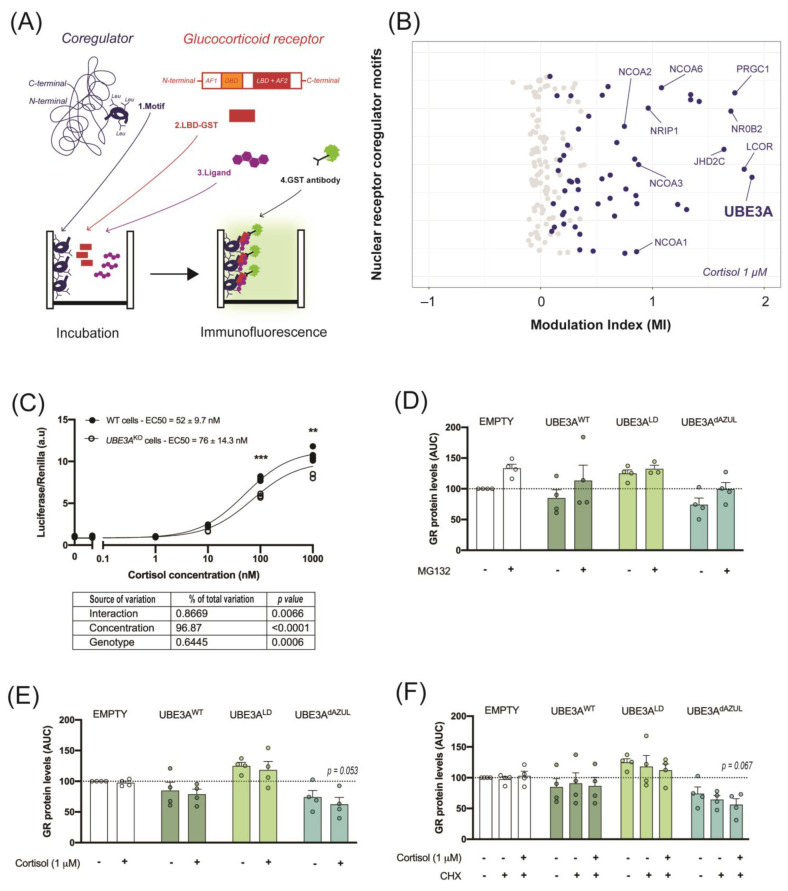
UBE3A interacts with the GR ligand binding domain and slightly alter GR activity and stability. (**A**) Schematic representation of the Microarray Assay for Realtime Coregulator-Nuclear receptor Interaction (MARCoNI) applied to the GR. Short leucine-rich binding motifs corresponding to known nuclear receptor coregulators (1. Motif) were incubated with the GR LBD tagged with Glutathione S-transferase (2. LBD-GST) and a GR ligand (3. Ligand). The interaction between a motif and the GR LBD was detected with a GST-specific antibody coupled to a fluorophore (4. GST antibody). (**B**) Interaction of the GR LBD with 154 short leucine-rich binding motifs of 64 known nuclear receptor coregulators as measured by the modulation index (MI) in the presence of 1 µM cortisol. (**C**) GR activity in response to 0.1 nM to 1µM cortisol in WT or UBE3A knock-out (UBE3A^KO^) HEK 293T cells as measured in a GR-driven luciferase-reporter assay. ** *p* < 0.01; *** *p* < 0.001. (**D**) GR protein levels in UBE3A^KO^ HEK 293T cells after transfection of an empty plasmid (EMPTY), wild-type UBE3A (UBE3A^WT^), ligase-dead UBE3A mutant (UBE3A^LD^), or dAZUL UBE3A mutant (UBE3A^dAZUL^) followed by treatment with vehicle (0.01% DMSO) or proteasome inhibitor MG132; (**E**) vehicle or 1 µM cortisol; (**F**) vehicle, de novo protein synthesis inhibitor cycloheximide (CHX) or CHX and 1 µM cortisol.

**Figure 2:**
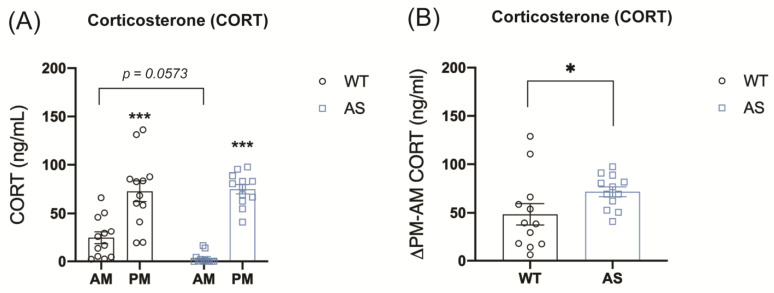
UBE3A deficiency in AS mice alters circulating corticosterone levels. (**A**) Circulating corticosterone levels in WT and AS mice at the beginning of the resting phase (AM) and the active phase (PM) (ng/mL). (**B**) Difference between PM and AM corticosterone plasma levels in WT and AS mice (ng/mL). * *p* < 0.05; *** *p* < 0.001.

**Figure 3:**
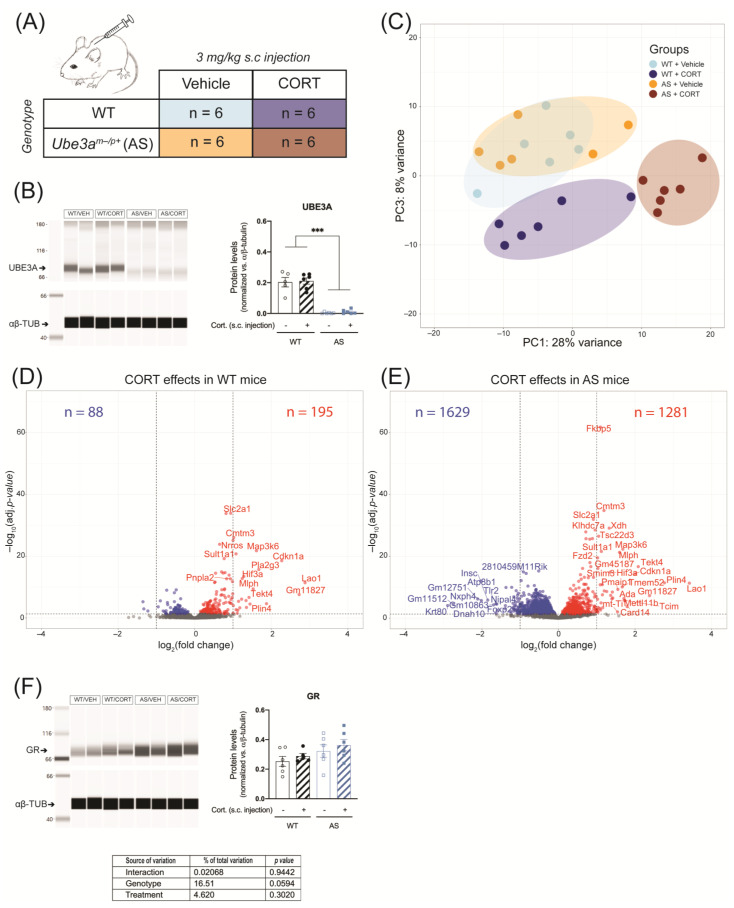
Acute corticosterone exposure strongly alters hippocampal GR signaling in UBE3A-deficient AS mice. (**A**) WT and AS mice were subcutaneously (s.c.) injected with vehicle or 3 mg/kg corticosterone (*n* = 6/group). (**B**) UBE3A protein expression in the frontal cortex of WT and AS mice after acute treatment with vehicle or corticosterone, normalized against αβ-tubulin levels (αβ-TUB). *** *p* < 0.001. (**C**) Analysis of hippocampus RNA-seq data principal sources of variance (PCA). (**D**) Volcano plot representing the transcriptomic effects of acute corticosterone treatment in WT mouse hippocampus. (**E**) Volcano plot representing the transcriptomic effects of acute corticosterone treatment in AS mouse hippocampus. (**F**) GR protein expression in the frontal cortex of WT and AS mice after acute treatment with vehicle or corticosterone, normalized against αβ-tubulin levels (αβ-TUB).

**Figure 4:**
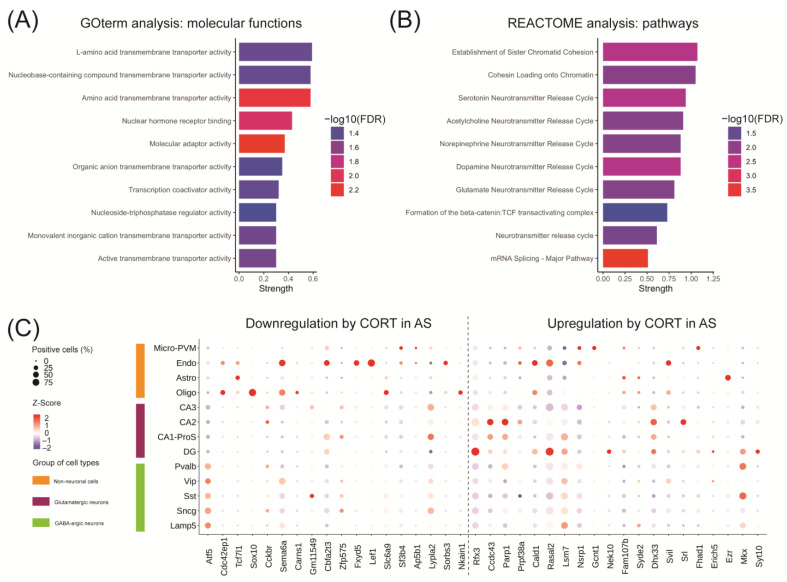
Acute corticosterone exposure in the hippocampus of UBE3A-deficient AS mice influences genes associated with transcription activity and neurotransmitter signaling and are heterogeneously expressed in hippocampal cell types. (**A**,**B**) Top 10 terms identified in the (**A**) gene ontology analysis of molecular functions and (**B**) REACTOME pathway enrichment analysis associated with the 1208 genes differentially altered by acute corticosterone treatment in AS mouse hippocampus. The terms were ranked by strength which represents the log10-transformed ratio between the genes annotated with the term to the number of genes expected to be annotated with this term in a random network of comparable size. Enrichment significance is expressed as the —log10(FDR). (**C**) Top 40 genes differentially altered by acute corticosterone treatment in AS mouse hippocampus expression throughout mouse hippocampal cell types. The size of the dots represents the percentage of cells positive for the gene of interest while the colored Z-Score represents the normalized average expression of the gene of interest within one cell type. Cell types were categorized as: non-neuronal cells, glutamatergic neurons, and GABA-ergic neurons. Glutamatergic neurons were separated based on hippocampal sub-regions: the dentate gyrus (DG) and the cornus ammoni regions (CA1-ProS, CA2 and CA3). Genes were divided according to their direction of regulation after acute corticosterone (CORT) treatment in AS.

**Figure 5:**
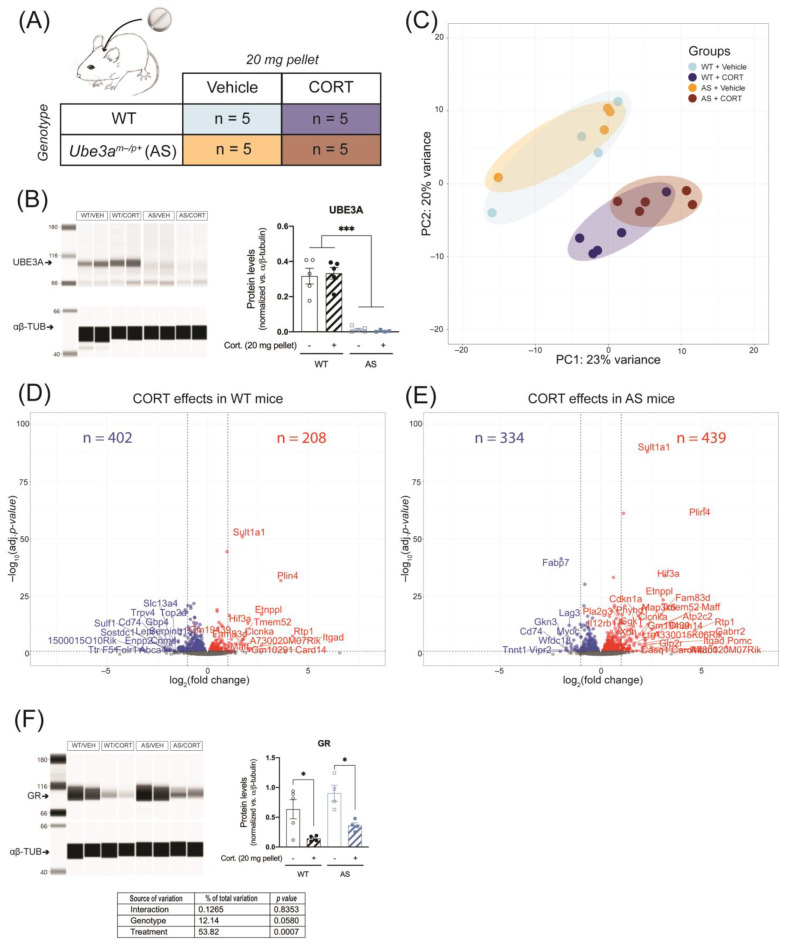
Continuous corticosterone exposure does not differentially alter hippocampal GR signaling in UBE3A-deficient AS mice. (**A**) WT and AS mice were subcutaneously implanted with a vehicle pellet or a slow-release corticosterone (20 mg) pellet for five days (*n* = 5/group). (**B**) UBE3A protein expression in the frontal cortex of WT and AS mice after continuous treatment with vehicle or corticosterone, normalized against αβ-tubulin levels (αβ-TUB). *** *p* < 0.001. (**C**) Analysis of hippocampus RNA-seq data principal sources of variance (PCA). (**D**) Volcano plot representing the transcriptomic effects of continuous corticosterone treatment in WT mouse hippocampus. (**E**) Volcano plot representing the transcriptomic effects of continuous corticosterone treatment in AS mouse hippocampus. (**F**) GR protein expression in the frontal cortex of WT and AS mice after continuous treatment with vehicle or corticosterone, normalized against αβ-tubulin levels (αβ-TUB). * *p* < 0.05.

**Figure 6:**
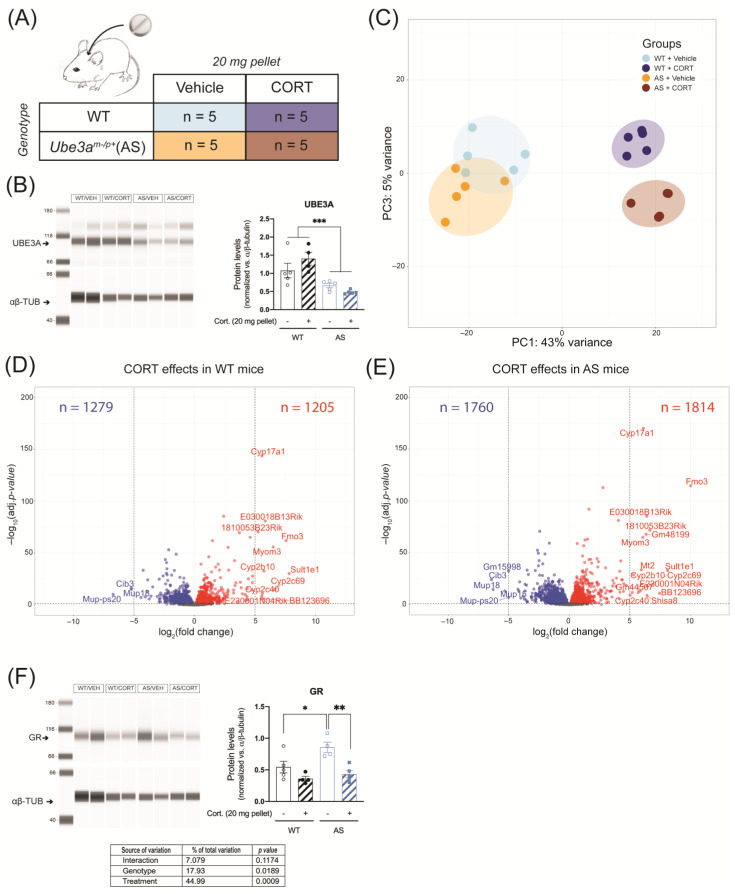
Continuous corticosterone exposure slightly alters liver GR signaling in UBE3A-deficient AS mice. (**A**) WT and AS mice were subcutaneously implanted with a vehicle pellet or a slow-release corticosterone (20 mg) pellet for five days (*n* = 5/group). (**B**) UBE3A protein expression in the liver of WT and AS mice after continuous treatment with vehicle or corticosterone, normalized against αβ-tubulin levels (αβ-TUB). *** *p* < 0.001.(**C**) Analysis of liver RNA-seq data principal sources of variance (PCA). (**D**) Volcano plot representing the transcriptomic effects of continuous corticosterone treatment in WT mouse liver. (**E**) Volcano plot representing the transcriptomic effects of continuous corticosterone treatment in AS mouse liver. (**F**) GR protein expression in the liver of WT and AS mice after continuous treatment with vehicle or corticosterone, normalized against αβ-tubulin levels (αβ-TUB). * *p* < 0.05; ** *p* < 0.01.

**Table 1:** List of antibodies used to assess GR stability in *UBE3A*^KO^ HEK 293T cells.

Antibody Target	Antibody Species	Supplier	Product Number	Dilution
Primary Antibodies				
Anti-GR	Rabbit	Cell Signaling Technology, Danvers, MA, USA	12041S	1:1000
Anti-β-Actin	Mouse	Chemicon Sigma-Aldrich, St. Louis, MO, USA	MAB1501R	1:20,000
Anti-GAPDH	Rabbit	Cell Signaling Technology, Danvers, MA, USA	2118S	1:1,000
Secondary Antibodies				
Anti-mouse	Goat	LI-COR, Lincoln, NE, USA	926-32210	1:15,000
Anti-rabbit	Goat	LI-COR, Lincoln, NE, USA	926-68071	1:15,000

**Table 2:** List of primary antibodies used to assess GR and UBE3A protein levels in animal tissues.

Antibody Target	Antibody Species	Supplier	Product Number	Dilution
Anti-GR	Rabbit	Cell Signaling Technology, Danvers, MA, USA	12041S	1:20
Anti-UBE3A (for brain tissue)	Mouse	Sigma-Aldrich, St. Louis, MO, USA	E8655	1:20
Anti-UBE3A (for liver tissue)	Mouse	Santa Cruz Biotechnology, Dallas, TX, USA	sc-166689	1:20
Anti-αβ-tubulin	Rabbit	Cell Signaling Technology, Danvers, MA, USA	2148S	1:20

## Data Availability

All RNA-seq data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE221378.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24010303/s1.

## Abbreviations

AF1, AF2	Activation function domain 1 and 2
αβ-TUB—αβ-tubulin	Alpha-beta Tubulin
ANOVA	Analysis of variance
AR	Androgen receptor
AS	Angelman syndrome
CA1-ProS, CA2, CA3	Hippocampal Cornus ammonis regions 1, 2, 3
CHX	Cycloheximide
CORT	Corticosterone
DBD	DNA binding domain
DG	Dentate Gyrus
DMSO	Dimethyl-sulfoxide
ERα, ERβ	Estrogen receptor α and β
FBS	Fetal Bovine Serum
FCS	Fetal Calf Serum
FDR	False discovery rate
GO	Gene ontology
GR	Glucocorticoid receptor
GRE	Glucocorticoid response elements
GST	Glutathione S-transferase
HPA axis	Hypothalamic pituitary adrenal axis
KO	knock-out
LBD	Ligand binding domain
LxxLL	Short leucine-rich binding motifs
MARCoNI	Microarray Assay for Realtime Coregulator-Nuclear receptor Interaction
MI	Modulation Index
NR-box	Nuclear receptor box
*p*	*p*-value
PBS	Phosphate-buffered saline
PCA	Principal Component Analysis
PC	Principal component
PR	Progesterone receptor
PVN	Paraventricular nucleus
RNA-seq	RNA sequencing
scRNA-seq	Single-cell RNA sequencing
s.c.	subcutaneous
SD	standard deviation
SEM	Standard error of the mean
TAT	Tyrosine aminotransferase
UBE3A	Ubiquitin protein ligase E3A
UBE3A^WT^	Wildtype UBE3A
UBE3A^LD^	Ligase-dead UBE3A mutant
UBE3A^dAZUL^	dAZUL UBE3A mutant
WT	Wildtype

How the deposited data were processed for this re-analysis (not part of the article)

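RNA-seq libraries of 64 samples from 2 cohorts of WT and AS mice were used. The acute cohort gave hippocampal RNA of 24 mice, 6 in each of the 4 groups, collected 3 h after an injection of vehicle or of 3 mg/kg CORT. The continuous cohort gave hippocampal and liver RNA of 20 mice, 5 in each of the 4 groups, after 5 days with a vehicle pellet or a pellet of 20 mg CORT. Genotype, treatment and tissue were taken from the labels of each sample, and 0 columns of the 2 tables belonged to no sample. The proteomic data, the exon usage of Ube3a, the network figures and the single-cell atlas of the paper were not analysed here.

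The authors prepared the read counts by quality control, alignment of the reads to the mouse genome with STAR and counting per gene with HTSeq-count within the BioWDL pipeline, and deposited them as raw counts without normalization or pooling of replicates. The deposited tables also hold the reads that HTSeq-count assigned to no gene, among them the reads set aside for low alignment quality. The paper does not state the annotation release or whether counting used strand, although the libraries were stranded. Genes with near-identical copies, such as the Mup genes, Cyp2c40, Cyp2c69 and Sult1a1, are therefore uncertain, as are genes that overlap another gene. Gene symbols, positions, GC content and transcript length came from GENCODE release M 21 on GRCm 38. They were found for 52133 of the 55414 gene IDs of the acute table, which hold 99.9% of its counts, and for 55480 of the 55573 IDs of the continuous table. Of the IDs without a symbol in the acute table, 2147 belong to a newer annotation.

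Reads per library, with those on no gene, numbered 21917187 to 24235835 in the acute cohort, 21779535 to 24716292 in the continuous hippocampus and 24264620 to 24735429 in the continuous liver. The highest group median of counts on genes exceeded the lowest by 1.91% in the acute cohort, by 0.522% in the continuous hippocampus and by 5.01% in the liver. A count of 3 was taken as the floor of each library, which covers counting error only and not the spread between mice.

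Calculations used R 4.3.3. Genes were tested when they had more than 20 counts normalized by the median-of-ratios method in at least 3 replicates of a group, the filter of the paper. The main test was the quasi-likelihood F test of edgeR 4.0.16 with TMM normalization and one coefficient for each of the 4 groups, so that the groups shared one estimate of the spread. Contrasts were CORT against vehicle in WT mice and in AS mice, AS against WT mice with CORT and with vehicle, and the interaction, which is the CORT effect in AS mice minus that in WT mice. P-values were adjusted by the Benjamini-Hochberg method over the genes tested in each contrast, with 0.05 as the threshold. CPM values are TMM-normalized, and log2 CPM used a prior count of 2. The hippocampal data of the continuous cohort were fitted without H9 and H13, which the paper left out.

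The slope of the AS on the WT response is an orthogonal regression through the origin over genes whose CORT effect, averaged over the genotypes, passed the threshold. PCA used the 500 genes with the highest variance after the variance stabilizing transformation of DESeq2 1.42.0. Mean PC scores of groups were compared by two-sided exact permutation tests, adjusted over 36 tests. A CORT score was the mean log2 CPM, signed by direction, of the genes that CORT altered in both genotypes of the other hippocampal cohort, so that the genes were not chosen on the mice being compared. It was compared between genotypes by a two-sided exact permutation of the CORT mice. Marker scores were mean log2 CPM over lists of marker genes of choroid plexus, thalamus, striatum, myelin and blood.

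The contrasts, tests, gene filter and alternatives were set before the data were examined. The alternatives were the Wald test of DESeq2, its size factors within edgeR, upper-quartile normalization, no filter on low counts, fits of only the 2 groups compared, limma-voom with sample quality weights (limma 3.58.1), 1 surrogate variable (sva 3.50.0), removal of each library's trends on GC content and transcript length through offsets with splines of 5 degrees of freedom, an adjusted p-value under 0.01, each mouse left out in turn, H8 left out, and all 20 mice of the continuous hippocampus. PCA was also run on all genes tested and on log2 CPM, and CORT scores also on 50 genes and on genes that rose. After the data were seen, a covariate for the division of the acute libraries by reads of low alignment quality, and fits with either side of this division as the only AS vehicle mice, were added. Changes of single genes against H17 and H18 come from a fit of all 24 mice with these 2 as a separate group, and comparisons with pairs of AS vehicle mice from fits without the other 4, on the 14611 genes that pass the filter in all mice.

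Genes named in the text are Ube3a, Nr3c1, Fkbp5, Tsc22d3, Sgk1 and Per1, the genes that the paper names in its text, Table S3, Figure 4C and its volcano plots, and the 3 genes with the smallest adjusted p in each direction of each contrast. This rule was set in advance, and a gene outside it is marked where it is named.

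Procedures were tested on simulated data, drawn for the 14611 genes of the acute cohort with 200 genes changed. With the AS CORT mice changed, edgeR recovered 180 genes (90%) for CORT in AS mice, 178 between AS and WT mice given CORT and 150 (75%) for the interaction. DESeq2 recovered 181, 184 and 152, and limma-voom 179, 178 and 150. With the covariate for low alignment quality, edgeR recovered 148, 116 and 121. Each simulated log2 change was larger than 0.31, the median absolute change of the genes altered in AS mice alone, so power for the real genes may be lower. False calls of edgeR averaged 6.22 per contrast. When only the libraries of one side of the division were changed and CORT had no effect, edgeR called 48 of the 200 genes for CORT in AS mice, 162 between AS and WT mice given CORT and 0 for the interaction, and with the covariate 0 in each of the 3 contrasts. The estimated slope was 0.966 for equal responses and 1.52 for a response in AS mice 1.5 times that in WT mice.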

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

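The tests of library size, the second lists of marker genes, the look at markers in H6 and H14 and within the group of H8, the comparison of L1 to L4 and the permutations of CORT and marker scores that include the vehicle mice were chosen only after the result was seen, and each other test was written down before its result was seen.

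In the acute experiment, each of the libraries H17 to H24 held at least 2640 reads of too low alignment quality, a measure that the paper does not report, and H1 to H16 held at most 2237. The upper range covers 2 AS vehicle mice and all 6 AS CORT mice. No label and no sentence of the paper names a batch, so library batches are a candidate explanation taken from this measure alone.

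For 656 genes the response to acute CORT differed between AS and WT mice, and the slope of the AS on the WT response was 1.55. Of 100 groupings that permuted genotype within each treatment, the real one included, 1 gave as many interaction genes and 1 a slope as far from 1, in both cases the real one. The highest other grouping had 637 interaction genes. The number of genes that CORT altered in AS mice was reached by 1 of 100 groupings of the 12 AS mice and that in WT mice by 4 of 100 groupings of WT mice. For genes altered in both genotypes and for genes that differed between AS and WT mice given CORT, 1 of 100 groupings reached the real number.

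A difference between library batches may account for much of this pattern, and 4 tests went in its direction. All 4 rest on the same mice, H17 and H18, so they are not independent. Across the 3645 genes that differed between AS and WT mice given CORT, r with the difference of H17 and H18 from the other AS vehicle mice was 0.837, the highest of the 15 pairs of AS vehicle mice. Against H17 and H18, 130 genes were altered in AS CORT mice, where the other 14 pairs had a median of 597. H17 and H18 differed from the WT vehicle mice in 204 genes, and the other pairs had a median of 0.5 and a maximum of 9 genes. With the division as a covariate, 1 interaction gene passed the threshold, and 788 genes had an unadjusted p-value under 0.05, not far above the number expected by chance. The covariate also lowers power, since on simulated data it recovered 121 of 200 interaction genes in place of 150. Each simulated log2 change was larger than 0.31, the median absolute change of the genes altered in AS mice alone. The loss of power for the real genes may therefore be larger. As 0 interaction genes passed an adjusted p-value under 0.01 without the covariate, the 656 genes lie close to the threshold, and lost power may account for a part of the fall to 1. A grouping of the 12 AS mice that follows the division, 8 against 4, gave 4351 genes, more than the 2612 genes between AS CORT and AS vehicle mice. Batch and CORT treatment can therefore not be told apart for most genes altered in AS mice. In one simulation, a change confined to the libraries of one side produced 0 of 200 interaction genes, but the estimated interaction had a slope of 0.619 on the change, so it does not exclude that batches produce interaction genes.

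Bias by GC content could also contribute. Offsets that removed each library's trends with GC content and gene length left 0 interaction genes, with 2573 at an unadjusted p-value under 0.05, and the interaction correlated with GC content across genes with r = -0.40, and with log2 gene length with r = 0.000574, so that gene length alone finds no support. The same offsets left 2495 genes between AS and WT mice given CORT, so such a bias does not account for that difference in full. GC content and library batches are not exclusive explanations. The difference between H17 and H18 and the other AS vehicle mice, all without CORT, correlated with GC content at r = -0.26. The CORT effect correlated with GC content at r = -0.25 in AS mice and r = 0.23 in WT mice, none of which belong to the upper range of low-quality reads, so the division does not account for the WT part. In AS mice r was -0.087 against H17 and H18, so much of the AS part goes with the division.

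Other technical explanations found less support or none. Leaving out H8 gave 241 genes altered in WT mice in place of 216, so the spread that this mouse adds does not account for the gap to AS mice. Of the marker scores of adjacent tissue, those for thalamus and choroid plexus did not change differently with CORT in AS and WT mice, with differences of -0.227 for thalamus (two-sided exact permutation test, n = 6 against 6, p = 0.662, adjusted p = 0.841) and 0.134 for choroid plexus (exact test, p = 0.764, adjusted p = 0.841). Myelin scores differed by -0.400 (exact test, p = 0.165, adjusted p = 0.329), with 5 of the 6 AS CORT mice among the 8 lowest of the 24. Striatum scores differed by -0.185 (exact test, p = 0.0173, adjusted p = 0.111) and on the second list by -0.272 (exact test, p = 0.00433, adjusted p = 0.0606), and blood scores by -0.699 (exact test, p = 0.0238, adjusted p = 0.111), with the vehicle means held fixed. An exact permutation that included the vehicle mice gave p = 0.0993 and p = 0.0418 for the 2 striatum lists and p = 0.105 for blood, whose difference lies in the vehicle mice (0.630) and hardly in the CORT mice (-0.0684). A part of tissue content in the pattern is thus not excluded. The highest group median of counts on genes exceeded the lowest by 1.91%.

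A stronger response to CORT in AS mice remains as a biological hypothesis. The CORT score of the acute experiment, on genes chosen in the continuous one, rose by 0.0821 more in AS than in WT mice (two-sided exact permutation of the CORT mice, n = 6 against 6, p = 0.0130), and by 0.0878 more when H17 and H18 were the only AS vehicle mice (exact test, p = 0.0108). An exact permutation that included the vehicle mice gave p = 0.0756 and p = 0.217, and the difference lies in the vehicle mice (-0.0816) and not in the CORT mice (0.000504). Slopes of 1.36 with the covariate and against H17 and H18 were not set against permutations. The larger number of altered genes in AS mice held under the GC content and length offsets. Such a bias thus does not account for it in full. The 2444 genes altered in AS mice alone had a median log2 change of 0.15 against H17 and H18 and 0.40 against H13 to H16. For the 168 shared genes these were 0.66 and 0.59. These values argue against a stronger response to CORT as the source of the full change in the 2444 genes. For the interaction genes, a stronger response, library batches and a bias by GC content cannot be told apart on these data.

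Among vehicle mice of the acute experiment, 23 genes differed between AS and WT mice, a comparison for which the paper gives no number, and 2 of 100 groupings of these 12 mice gave as many. With the covariate for low-quality reads 22 genes differed. The 6 genes with the smallest adjusted p, 3 in each direction, passed in both fits, and whether the others are the same genes was not compared. Fitted with H17 and H18 alone the number was 205, and with H13 to H16 alone 15, so the number depends on the side of the division. A strain variant close to these genes was not tested.

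In the liver, the slope of the AS on the WT response was 1.17, and 2 of 100 groupings, the real one included, gave a slope as far from 1. With GC content and length offsets the slope was 1.16, and the interaction correlated with GC content at r = -0.0083 and with log2 gene length at r = -0.022, so a bias by either finds no support. Other technical explanations were not tested for it. After continuous CORT, the CORT score of the hippocampus rose by 0.198 more in AS than in WT mice, with a larger rise over the vehicle mean of their genotype in 5 of 5 AS CORT mice than in any WT CORT mouse (two-sided exact permutation of the CORT mice, p = 0.00794, the smallest these groups allow). Before the vehicle means were subtracted, the score was higher in 3 of 5 AS CORT mice than in each WT CORT mouse. With vehicle mice permuted as well, p was 0.0185, and the vehicle mice contributed -0.138 and the CORT mice 0.0607 to the difference. In the same mice, no difference in marker scores passed the threshold. The difference was -1.12 for blood (two-sided exact permutation test, n = 5 against 5, p = 0.0794, adjusted p = 0.278). For choroid plexus it was 1.31 (exact test, p = 0.151, adjusted p = 0.329). The interaction correlated with GC content at r = -0.072. Whether tissue content or GC content moves the CORT score itself was not tested.

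Mice H9 and H13, which the paper left out of the continuous hippocampus as technical outliers, had the highest numbers of detected genes. RNA from adjacent tissue may be the source. H9 had a thalamus marker score of 7.25 and H13 a striatum marker score of 8.88, each the highest of the 20 mice. On second lists of markers, H9 lay 3.99 SD above the next mouse for thalamus and H13 5.90 SD for striatum. One source shared by both mice found less support from 3 of the first lists, since 2 of the other 18 mice were as high as the lower of H9 and H13 for choroid plexus, 3 for thalamus and 1 for striatum. Myelin and blood markers were higher in both than in the other mice, of which 0 were as high. For myelin the scores were 10.1 in H9 and 9.83 in H13 with 8.67 as the highest of the others, and for blood 4.65 and 4.74 with 4.41. Library size does not account for the number of detected genes, as 17 of the other 18 mice had as many counts on genes as the lower of the 2 mice. The gaps to the other mice were thus larger for thalamus in H9 and striatum in H13 than for blood, which may be a further source. No biological explanation was tested.

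The share of liver reads that were not aligned changed by -3.02 percentage points with CORT in AS mice, with each of 5 CORT mice below each of 5 vehicle mice (two-sided exact permutation test, p = 0.00794, adjusted p = 0.0159). In WT mice the difference was -2.86 (exact test, p and adjusted p the same). Between AS and WT mice it was -1.44 with CORT (exact test, p = 0.0159, adjusted p = 0.0212) and -1.28 with vehicle (exact test, p = 0.0873, adjusted p = 0.0873). The kind of these reads is not recorded, so neither a technical nor a biological source was tested.

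A single mouse lay far from the rest of its group in 15 of 188 tests, where 9.4 are expected by chance. In the acute experiment these were H6 on PC1 among WT vehicle mice, at 11.7 with the next mouse at 3.20, and H8 on PC1 among WT CORT mice, at -9.14 with the next at 0.671. Sgk1 was highest in the WT vehicle mouse H3, 87.3 CPM with the next at 61.3, and in the AS vehicle mouse H16, 80.7 with the next at 46.0. H15 had the fewest counts on genes of the AS vehicle mice, 19049461 against 20251399, and in the AS CORT mouse H20 the 10 highest genes took 9.36% of the counts against 7.77%. In the continuous hippocampus they were H6, with 19112929 counts on genes against 21589964 in the next WT vehicle mouse, H14 on PC1 among AS vehicle mice, at 9.87 against 1.54, and H2 with a CORT score of 1.52 against 1.36. In the liver they were L3 on PC2 among WT CORT mice, at 8.28 against -3.81, L5 with 21.0 CPM of Sgk1 against 17.0, and L2 among AS vehicle mice, on PC2 at 18.0 against -5.12 and with 51.8 CPM of Per1 against 1.79. Among AS CORT mice, L18 had 70.2 CPM of Nr3c1 against 74.7, and L10 had 183.2 CPM of Fkbp5 against 305.8. H8 was not beyond the range of the other 23 mice on any of 5 marker lists, a gap of 0 SD, which speaks against a large amount of RNA from adjacent tissue. That test does not set H8 against its own group, in which it had the lowest myelin score, 6.68 with the other WT CORT mice at 7.22 to 8.21. H19 and H23, the only mice with a lower myelin score, also lay low on PC1, at -8.76 and -11.2, so a difference in tissue content is not ruled out. Acute H6 was highest of the 24 mice for choroid plexus markers, at 3.69 with the next at 0.772, and for myelin markers, at 8.29 with the next at 8.21. Continuous H14 was second to H9 for thalamus markers, at 4.70 on the first list and 5.21 on the second. RNA from adjacent tissue may thus contribute in these 2 mice. L2 was not alone in the liver, since the WT vehicle mice L1 and L4 had PC2 values of 17.8 and 21.1 and 50.0 and 54.8 CPM of Per1, and the other WT vehicle mice -7.63 to -3.42 and 2.41 to 11.3 CPM. L3, high on PC2 among WT CORT mice, is next to them in number, and L7 and L8 were high among AS CORT mice, at 8.72 and 6.22. The order or time of collection is a candidate for this shared state, and it is not recorded in the data, so it was not tested. For the remaining mice no explanation was tested.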

How the results depend on the processing

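The fits with a covariate for low-quality reads, and with either side of that division as the only AS vehicle mice, were chosen after seeing the data, and each other alternative was set before the data were examined. Unless a value shows it, the cause of a change was not tested. A count is given here where it moved by more than 1.5 times, and counts within that range held under each alternative that is not named. Counts at an unadjusted p-value under 0.05 include the genes that pass it by chance. This does not cover genes altered in WT mice alone or in AS mice alone. Their counts are given only for fits without a mouse and where they differ from the paper. No paired analysis was possible because the groups compared in each test hold different mice and share no replicate numbers.

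In the acute experiment, the larger number of genes altered by CORT in AS than in WT mice (2612 against 216) held under DESeq2, its size factors in edgeR, upper-quartile normalization, no filter on low counts, fits of 2 groups, limma-voom, 1 surrogate variable, GC content and length offsets and an adjusted p-value under 0.01. It was lost with the covariate, which gave 150 genes in AS mice and 237 in WT mice, and with H17 and H18 as the only AS vehicle mice, which gave 132, while H13 to H16 gave 4484. The first 2 settings both compare the AS CORT mice with H17 and H18, so they are not separate checks. With the covariate, 0 genes differed between AS and WT mice given CORT in place of 3645 (794 at an unadjusted p-value under 0.05). Interaction genes numbered 1 in place of 656, and genes altered in both genotypes 105 in place of 168. With H17 and H18 these counts were 0 for the interaction (744 at an unadjusted p-value under 0.05), 97 for both genotypes and 205 for AS against WT mice given vehicle, where all mice gave 23. With H13 to H16, the interaction gave 2845 genes and AS against WT mice given vehicle 15.

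DESeq2's Wald test raised the interaction genes of the acute experiment to 1226 and the genes between AS and WT mice given vehicle to 99. In the continuous hippocampus it raised the genes between AS and WT mice from 6 to 47 with CORT and from 2 to 18 with vehicle, and in the liver from 34 to 93 and from 2 to 44, with 9 liver interaction genes in place of 0. Limma-voom gave 341 genes for CORT in WT mice, 5056 in AS mice, 46 between AS and WT mice given vehicle and 3353 interaction genes after acute CORT. In the continuous hippocampus it gave 872 genes for CORT in AS mice, 26 between AS and WT mice given CORT and 7 with vehicle, and in the liver 78 between AS and WT mice given CORT and 1 interaction gene. One surrogate variable gave 335 genes for CORT in WT mice, 64 between AS and WT mice given vehicle and 1012 interaction genes after acute CORT. With the same variable, the continuous hippocampus had 786 genes for CORT in WT mice, 444 in both genotypes and 9 between AS and WT mice given vehicle, and the liver 85 between AS and WT mice given CORT and 2 interaction genes.

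Without a filter on low counts, interaction genes fell to 297 after acute CORT and reached 2 in the liver, and 5 genes differed between AS and WT vehicle mice in the continuous hippocampus. Fits of only the 2 groups compared gave 137 genes for acute CORT in WT mice and 274 for continuous CORT in the hippocampus of WT mice. Between AS and WT mice they gave 3 genes with vehicle in the acute experiment, 12 with CORT and 1 with vehicle in the continuous hippocampus, and 0 with vehicle in the liver (1026 at an unadjusted p-value under 0.05). GC content and length offsets left 0 interaction genes after acute CORT (2573 at an unadjusted p-value under 0.05) and 2 genes between AS and WT mice given CORT in the continuous hippocampus. Leaving out H8 gave 49 genes between AS and WT vehicle mice and 1406 interaction genes. All 20 mice in the continuous hippocampus gave 203 genes for CORT in WT mice, 221 in AS mice and 99 in both, and between AS and WT mice 0 with CORT and 0 with vehicle (524 and 1254 at an unadjusted p-value under 0.05).

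An adjusted p-value under 0.01 left, after acute CORT, 111 genes for CORT in WT mice, 929 in AS mice, 91 in both, 1707 and 6 between AS and WT mice given CORT and vehicle, and 0 interaction genes (3443 at an unadjusted p-value under 0.05). In the continuous hippocampus it left 178, 272, 114, 1 and 1 genes in the same order, and in the liver 1336, 2005, 993, 10 and 1. The continuous hippocampus had 0 interaction genes under each of these settings (561 at an unadjusted p-value under 0.05 in the fit as planned).

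The slope of the AS on the WT response after acute CORT was 1.55, and 1.35 without the filter, 1.99 with limma-voom, 1.42 with 1 surrogate variable, 1.36 with the covariate, 1.36 against H17 and H18 and 2.97 against H13 to H16. In the continuous hippocampus it was 1.14, and 1.06 without the filter and 0.750 with all 20 mice, which reverses its side of 1. In the liver it was 1.17, and 1.21 with limma-voom and 1.14 with 1 surrogate variable. The difference in CORT score between AS and WT mice of the acute experiment was 0.0632 on only genes that rose, with p = 0.121 (two-sided exact permutation, n = 6 against 6), in place of 0.0821, and with the vehicle means fixed it held its side of the threshold on the top 50 genes (exact permutation, p = 0.0476) and without H8. For the continuous experiment, the permutation of the CORT mice gave the smallest p-value its groups allow (exact permutation, p = 0.00794) under each alternative and with any mouse left out, so it cannot show how stable the result is. The permutation that includes the vehicle mice gave p = 0.0185 and moved above 0.05 without H11 (exact permutation, p = 0.0551), without H14 (p = 0.0517) and without H19 (p = 0.0502), each an AS vehicle mouse. The same permutation of the acute experiment gave p = 0.0756 (exact permutation), 0.218 on the top 50 genes, 0.449 on only genes that rose and from 0.0316 to 0.136 with one mouse left out.

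With one mouse left out, the acute experiment gave 160 to 241 genes for CORT in WT mice, 1532 to 3497 in AS mice, 135 to 189 in both, 2736 to 4173 between AS and WT mice given CORT, 7 to 49 with vehicle and 0 to 1564 interaction genes across 24 fits. The slope went from 1.43 to 1.86 and the difference in CORT score from 0.0593 to 0.101. The 18 fits of the continuous hippocampus gave 251 to 469 genes for CORT in WT mice, 362 to 636 in AS mice, 173 to 246 in both, 1 to 16 and 1 to 6 between AS and WT mice given CORT and vehicle, and 0 interaction genes. Its slope went from 0.984 to 1.28 and its difference in CORT score from 0.141 to 0.242. The 20 fits of the liver gave 1821 to 2390, 2803 to 3748, 1416 to 1698, 12 to 63 and 1 to 4 genes in the same order, 0 to 1 interaction genes and slopes from 1.14 to 1.25. Genes altered in WT mice alone numbered 25 to 58 in the acute experiment, 73 to 233 in the continuous hippocampus and 390 to 735 in the liver. Those altered in AS mice alone numbered 1375 to 3331, 175 to 404 and 1207 to 2093 in the same order.

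Among single genes and shares of variance, 39 of 287 results newly passed the threshold with DESeq2 and 3 lost it, and with limma-voom 38 passed and 7 lost it. GC content and length offsets weakened 56 of 287, the covariate 70 of 160 and the use of H17 and H18 66 of 132. Size factors and upper-quartile normalization changed 4 and 1 of 287. The interaction of Hmga1b changed sign to 0.043 with the covariate and 0.038 against H17 and H18, and that of Ppfia3 to 0.0031 with GC content and length offsets. Per1 in AS mice after acute CORT was -0.081 and changed sign to 0.082 with the offsets, 0.16 with the covariate and 0.15 against H17 and H18. Ube3a between AS and WT mice given acute CORT changed sign to -0.089 with the offsets, and between vehicle mice of the continuous hippocampus it went from -0.14 to 0.039 with one mouse left out. Sgk1 in the liver of AS mice was -0.074 with limma-voom and went from -0.16 to 0.19 with one mouse left out. Of the 9 shares of variance, 8 moved with all genes tested in the PCA and 8 with log2 CPM.

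At this depth the floor of 3 counts limits statements on genes with few reads, for which a fold change against a group at or under the floor is a lower bound.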

Differences from the paper's values

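The paper used DESeq2, and the main test here was that of edgeR. DESeq2's Wald test came near each of the paper's counts of altered genes given below. It also gave 283 genes for acute CORT in WT mice and 2908 in AS mice, against the paper's 283 and 2910. The choice of test thus accounts for most of these differences in counts. In the acute experiment, 48 genes were altered by CORT in WT mice alone, against the paper's 79. Of the alternatives set before the data were examined, DESeq2's Wald test (79 genes), limma-voom and 1 surrogate variable came within 1.5 times the paper's value. DESeq2's size factors in edgeR, upper-quartile normalization, no filter on low counts, fits of 2 groups, GC content and length offsets, H8 left out and an adjusted p-value under 0.01 did not.

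Interaction genes after acute CORT numbered 656, against the paper's 1208. One surrogate variable (1012), DESeq2's Wald test (1226) and H8 left out (1406) came within 1.5 times the paper's value. Size factors in edgeR, upper-quartile normalization, no filter, limma-voom, GC content and length offsets and an adjusted p-value under 0.01 did not.

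In the continuous hippocampus, CORT altered 188 genes in WT mice alone, against the paper's 288. DESeq2's Wald test (285), upper-quartile normalization, limma-voom, 1 surrogate variable and GC content and length offsets closed the gap. Size factors in edgeR, no filter, fits of 2 groups, all 20 mice and an adjusted p-value under 0.01 left it open. Of the genes altered in WT mice, 120 were raised, against about 210 in Fig. 5D, read by eye. Limma-voom (220), 1 surrogate variable (214), DESeq2's Wald test (196) and GC content and length offsets (182) closed this gap, and size factors in edgeR, upper-quartile normalization, no filter, fits of 2 groups, all 20 mice and an adjusted p-value under 0.01 left it open. Between AS and WT mice given CORT, 6 genes differed, against the paper's 44. Only DESeq2's Wald test (47) came within 1.5 times this value, and none of the other alternatives set before the data were examined did so.

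In the liver, 34 genes differed between AS and WT mice given CORT, against the paper's 91. Limma-voom (78), 1 surrogate variable (85) and DESeq2's Wald test (93) closed the gap, and size factors in edgeR, upper-quartile normalization, no filter, fits of 2 groups, GC content and length offsets and an adjusted p-value under 0.01 left it open. The interaction passed the threshold for 0 liver genes (995 at an unadjusted p-value under 0.05), against the paper's 10. DESeq2's Wald test (9) came within 1.5 times this value, and size factors in edgeR, upper-quartile normalization, no filter, limma-voom, 1 surrogate variable, GC content and length offsets and an adjusted p-value under 0.01 did not.

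Some genes that the paper lists did not pass the threshold. In Fig. 4C, 15 of the 40 genes did not pass for the interaction (Sox10, Carns1, Gm11549, Cbfa2t3, Lef1, Nkain1, Rfx3, Parp1, Rasal2, Nsrp1, Nek10, Syde2, Srl, Mkx and Adnp). Limma-voom called each of them, DESeq2's Wald test each but Gm11549, Lef1, Nek10 and Syde2, H8 left out each but Gm11549, Rasal2 and Syde2, 1 surrogate variable Cbfa2t3, Mkx, Parp1 and Rfx3, and size factors in edgeR Lef1. Of the genes in Table S3, edgeR called 8 of 22 for nuclear hormone receptor binding, 4 of 7 for chromatid cohesion and 9 of 11 for neurotransmitter release, and DESeq2's Wald test 20, 7 and 11. Limma-voom called each of the remaining genes of these 3 lists. One surrogate variable called the remaining genes of cohesion and Gas2l1, Med25, Parp1, Smarce1 and Tgfb1i1 of receptor binding. H8 left out called Stag1 of cohesion and Gas2l1, Lef1, Med24, Parp1, Sirt1, Smarce1, Snw1 and Tgfb1i1 of receptor binding, and size factors in edgeR Lef1 and Tgfb1i1. With H13 to H16 as the only AS vehicle mice, chosen after seeing the values, each of these genes passed except Tcf7l2, and each except Tcf7l2 also passed in at least 1 of the fits with one mouse left out.

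Top2a, Sulf1, Sostdc1, Cnmd, F5, Abca4 and Gm10291 of Fig. 5D and Cd74, Tnnt1, Vipr2 and Pomc of Fig. 5E did not pass the threshold, and DESeq2's Wald test called all 26 and all 20 genes of these figures. Of the former genes, 1 surrogate variable called each but Gm10291, no filter on low counts each but Gm10291 and Top2a, all 20 mice Abca4, F5, Sostdc1 and Sulf1, and upper-quartile normalization Abca4, and each but Top2a passed with some mouse left out. Of the latter, no filter called Pomc and Vipr2, all 20 mice Tnnt1 and Vipr2, and fits of 2 groups Cd74, and each but Tnnt1 passed with some mouse left out.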

Other observations

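Other groupings of the same mice were fitted in the continuous cohort, the real one included. In the hippocampus, 1 of 100 groupings of the WT mice gave as many genes altered by CORT as the real one, 1 of 100 did so for the AS mice, and 1 of 100 for genes altered in both genotypes. For AS against WT mice it was 2 of 100 with CORT and 3 of 35 with vehicle, so a count of 2 genes with vehicle is within what other groupings give. This concerns the count and not the genes. Ogn, among these 2, differed with vehicle by -2.15 here and by -1.99 in the acute experiment on the log2 scale. All 100 groupings gave at least 0 interaction genes, which this test could not have shown otherwise, and 15 of 100 gave a slope as far from 1. In the liver, 1 of 100 groupings gave as many genes for CORT in WT mice, for CORT in AS mice, for genes altered in both and for AS against WT mice given CORT. With vehicle it was 11 of 100, and all 100 gave at least the 0 interaction genes found.

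The genes that differed between AS and WT mice in both hippocampal experiments were counted. With CORT there were 5, Stc2, Ogn, Ghsr, Doc2a and Gm45441, and with vehicle 1, Ogn. They changed in the same direction in both experiments, by -0.52 and -1.01 for Stc2, -0.97 and -1.64 for Ghsr, 0.38 and 0.64 for Doc2a and 0.37 and 0.53 for Gm45441 on the log2 scale, the acute experiment first. The rule set in advance names Stc2 and Gm45441 for continuous CORT and Ghsr for vehicle in the acute experiment, and not for this overlap. Low-quality reads of the continuous cohort numbered 1907 to 2063 in AS CORT mice and 1914 to 2111 in WT CORT mice, ranges that overlap, so the direction of these 5 genes with CORT does not rest on the division of the acute libraries.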
